# Adult fibroblasts use aggresomes only in distinct cell-states

**DOI:** 10.1038/s41598-022-19055-1

**Published:** 2022-09-02

**Authors:** Christopher S. Morrow, Zachary P. Arndt, Payton C. Klosa, Bo Peng, Eden Y. Zewdie, Bérénice A. Benayoun, Darcie L. Moore

**Keywords:** Cell biology, Molecular biology

## Abstract

The aggresome is a protein turnover system in which proteins are trafficked along microtubules to the centrosome for degradation. Despite extensive focus on aggresomes in immortalized cell lines, it remains unclear if the aggresome is conserved in all primary cells and all cell-states. Here we examined the aggresome in primary adult mouse dermal fibroblasts shifted into four distinct cell-states. We found that in response to proteasome inhibition, quiescent and immortalized fibroblasts formed aggresomes, whereas proliferating and senescent fibroblasts did not. Using this model, we generated a resource to provide a characterization of the proteostasis networks in which the aggresome is used and transcriptomic features associated with the presence or absence of aggresome formation. Using this resource, we validate a previously reported role for p38 MAPK signaling in aggresome formation and identify TAK1 as a novel driver of aggresome formation upstream of p38 MAPKs. Together, our data demonstrate that the aggresome is a non-universal protein degradation system which can be used cell-state specifically and provide a resource for studying aggresome formation and function.

## Introduction

Proper cellular function relies upon effective maintenance of the proteome by the cell’s protein quality control systems, such as the ubiquitin proteasome system, autophagy, and chaperone proteins^9,34,42^. In response to environmental challenges which impair proteostasis, cells react by regulating each of these pathways to regain homeostasis. Additionally, many cell types form an aggresome, a structure comprised of proteins destined for degradation. These proteins, which can be labeled by lysine-48 polyubiquitin (K48 polyUb), are targeted to the aggresome by factors such as histone deacetylase 6 (HDAC6), valosin containing protein (VCP), and p62, and trafficked along microtubules by dynein to the centrosome within a cage comprised of the intermediate filament vimentin (Fig. 1A)^7,10–12,14,23,29^. It is thought that aggresome formation is cytoprotective by increasing the efficiency of protein degradation by bringing together proteins destined for degradation with protein degradation machineries and organizing damaged or misfolded proteins so they do not interfere with other cellular processes^22,29,36,38^. Once proteins destined for degradation have been localized to the aggresome, they are degraded through a combination of autophagy and the ubiquitin proteasome system^4,22,25,28,43^.

**Figure 1:**
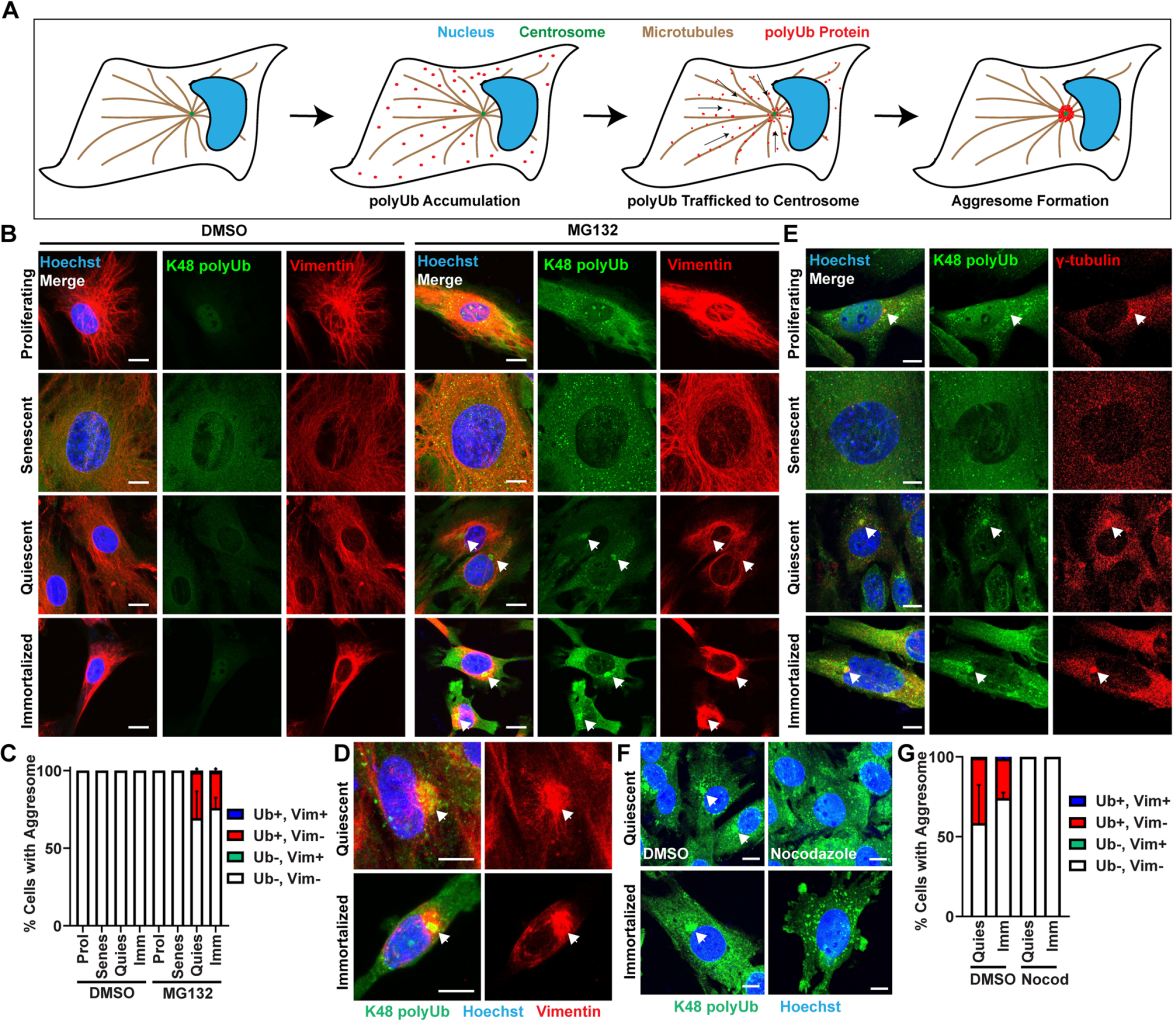
Aggresomes are formed by fibroblasts in response to proteasome inhibition in distinct cell-states. (**A**) A schematic depicting how the aggresome forms. When polyubiquitinated proteins accumulate, they are trafficked along microtubules to the centrosome. (**B**,**C**) Proliferating, senescent, quiescent, and immortalized fibroblasts were treated with 0.1% DMSO or 10 µM MG132 for 8 h prior to fixation and immunostaining for K48 polyUb (green), vimentin (red) and nuclei (Hoechst; blue). Samples were imaged, and subsequently analyzed for the proportion of cells forming aggresomes discernable by an enrichment of K48 polyUb only (red bar), a vimentin cage only (green), both (blue) or neither (white) (N = 3; two-way ANOVA with post-hoc Tukey’s test; mean ± SD). (**D**) Examples of vimentin cages surrounding the aggresome in quiescent and immortalized fibroblasts treated with 10 µM MG132 for 8 h prior to being fixed and immunostained as in (**B**,**C**). (**E**) Proliferating, senescent, quiescent and immortalized fibroblasts were treated with 10 µM MG132 for 8 h prior to being fixed and immunostained for K48 polyUb (green), γ-tubulin (red) and stained for nuclei (Hoechst; blue). (**F**,**G**) Quiescent and immortalized fibroblasts were treated with 10 µM MG132 for 8 h with either 0.1% DMSO or 2 mM nocodazole prior to being fixed and immunostained for K48 polyUb (green) and stained for nuclei (Hoechst; blue). Samples were quantified as in (**C**). (N = 3; two-way ANOVA with post-hoc Tukey’s test; mean ± SD). Arrows denote aggresomes (**B**,**D**,**F**) or centrosomes (**E**). Scale bars 10 µm.

Although substantial advances have been made in understanding how aggresomes form and function, most of what is known about the aggresome comes from studies of immortalized cell lines in vitro. It remains unclear whether immortalization influences aggresome formation, and whether aggresomes are used by primary cell types across the body and in what cell-states. To address these gaps, we investigated aggresome formation in primary adult mouse dermal fibroblasts isolated from the tail of mice in vitro in four cell states: proliferating, quiescent, senescent, and immortalized. Using this model, we learned that aggresome formation in fibroblasts is dependent on immortalization and is a cell-state-specific phenotype. Despite vimentin cage formation being cited as a common feature of the aggresome and the high expression of vimentin in fibroblasts, adult primary fibroblasts formed the aggresome independent of vimentin cage formation^10,11,22^. Further, we found that the aggresome does not simply correlate with a specific type of proteostasis network, but rather that aggresomes can be employed by cells irrelevant of their preferential degradation network. Using fibroblast cell-states as a model, we performed RNA sequencing to identify features associated with the presence or absence of aggresome formation. We then validated this resource by demonstrating a role for stress-activated MAPK signaling in aggresome biogenesis, by both reproducing previous results obtained in other cell types and identifying TAK1 as a novel kinase involved in aggresome formation. Together, we present a resource which will further aid understanding of how the aggresome forms and functions, and more generally, how cell-state influences the response to proteasome inhibition.

## Results

### Aggresome formation in primary fibroblasts is cell-state specific

To determine whether primary mouse adult dermal fibroblasts would form an aggresome, we isolated fibroblasts from the tail of three 1 month-old C57BL/6J male mice, and then in a proliferating condition, challenged the fibroblasts with the proteasome inhibitor MG132 to induce aggresome formation^10,13,22^. Cells were immunostained for two markers of the aggresome: (1) K48 polyUb, which marks proteins destined for degradation that are trafficked to the aggresome, and (2) vimentin, which forms a cage around the aggresome (Fig. 1B,C)^4,10,11^. Surprisingly, although we observed a global increase in K48 polyUb, we were not able to detect an obvious enrichment of K48 polyUb at the centrosome of proliferating fibroblasts indicative of the aggresome, and similarly were not able to observe any collapse of vimentin to form a perinuclear cage, despite high levels of vimentin protein (Fig. 1B). This finding was consistent regardless of the dose and treatment length with MG132, even as cells began to undergo apoptosis (data not shown). These findings suggest that proliferating primary young adult fibroblasts do not retain the capacity to form the aggresome in response to proteasome inhibition.

Previous reports have demonstrated the formation of aggresomes in immortalized mouse embryonic fibroblast (MEF) cell lines^3,15,20^. Therefore, we hypothesized that the aggresome may be used by fibroblasts specific to their cell-state. To test this hypothesis, we used proliferating primary young adult mouse fibroblasts to generate three additional fibroblast cell-states: (1) quiescent (contact-inhibited), (2) senescent (replicative senescence) and (3) immortalized (ectopic expression of the SV40T antigen)^6,16,26^ (Fig. S1A–H). All cell-states were generated from the same originating pool of adult fibroblasts. Interestingly, in response to MG132, senescent fibroblasts behaved similarly to proliferating fibroblasts, exhibiting increased global K48 polyUb without forming aggresomes. However, similar to a previous report in immortalized MEFs^3,15,20^, immortalized young adult primary mouse fibroblasts formed aggresomes, enriching K48 polyUb at the centrosome. Further, quiescent fibroblasts also formed aggresomes in response to MG132 treatment (Fig. 1B,C). These data suggest that change in cell-state alone is sufficient to drive an aggresome program in fibroblasts in response to impaired proteostasis. Interestingly, in both the immortalized and quiescent fibroblast populations, whereas they did form a K48 polyUb-rich aggresome, only a small proportion of cells (1.9 ± 0.49% of quiescent fibroblasts and 1.04 ± 0.82% of immortalized fibroblasts) formed collapsed vimentin cages around the aggresome (Fig. 1B–D). Immunostaining against p62, an additional marker of aggresome formation further validated our finding that fibroblasts use the aggresome cell-state specifically (Fig. S1I–J). Taken together, these results demonstrate that the aggresome can be used by cells cell-state specifically and further suggest a decoupling of vimentin cage formation and aggresome formation, consistent with a previous study^22^.

Initially described in^11^ by Ron Kopito’s laboratory, the aggresome assembles as dynein motor proteins traffic proteins destined for degradation along microtubules to the centrosome^10–12,29^. Thus, aggresomes should colocalize with centrosome markers and be sensitive to microtubule depolymerization^11^. To confirm the K48 polyUb-rich structures in quiescent and immortalized fibroblasts were aggresomes, we first immunostained for γ-tubulin, a marker of the centrosome, together with K48 polyUb, confirming the perinuclear enrichments of K48 polyUb were localized to the centrosome in both quiescent and immortalized fibroblasts (Fig. 1E). We next challenged quiescent and immortalized fibroblasts with MG132 to induce aggresome formation in the presence of the microtubule poison nocodazole to block aggresome formation (Fig. 1F–G). Nocodazole efficiently blocked perinuclear enrichment of K48 polyUb in both cell-states, further confirming primary adult mouse dermal fibroblasts make aggresomes dependent upon their cell-state.

### Aggresomes are used by cells with diverse preferential proteostasis networks

Among a host of other proposed functions, the aggresome is predominantly thought to be a staging ground for protein degradation by autophagy^7,29^. However, recent evidence suggests that additional components of the cell’s proteostasis network, such as proteasomes, also may play a role at the aggresome^4,22^. To gain more insight into how the aggresome is used in combination with other components of the cell’s proteostasis network and determine if the proteostasis network preferred by the cell could predict aggresome formation, we performed basic profiling of the proteostasis network in each fibroblast cell-state by measuring relative levels of protein synthesis, chaperone protein expression, proteasome activity, and autophagy. First, we treated proliferating, senescent, quiescent, and immortalized fibroblasts with puromycin and measured relative levels of puromycin incorporation into nascent proteins by immunoblotting (Fig. 2A,B, Fig. S2A,B). Interestingly, we observed that whereas proliferating, senescent, and quiescent fibroblasts produced protein at relatively similar rates relative to protein content, immortalized fibroblasts exhibited significantly reduced protein synthesis compared to the other three cell-states.

**Figure 2:**
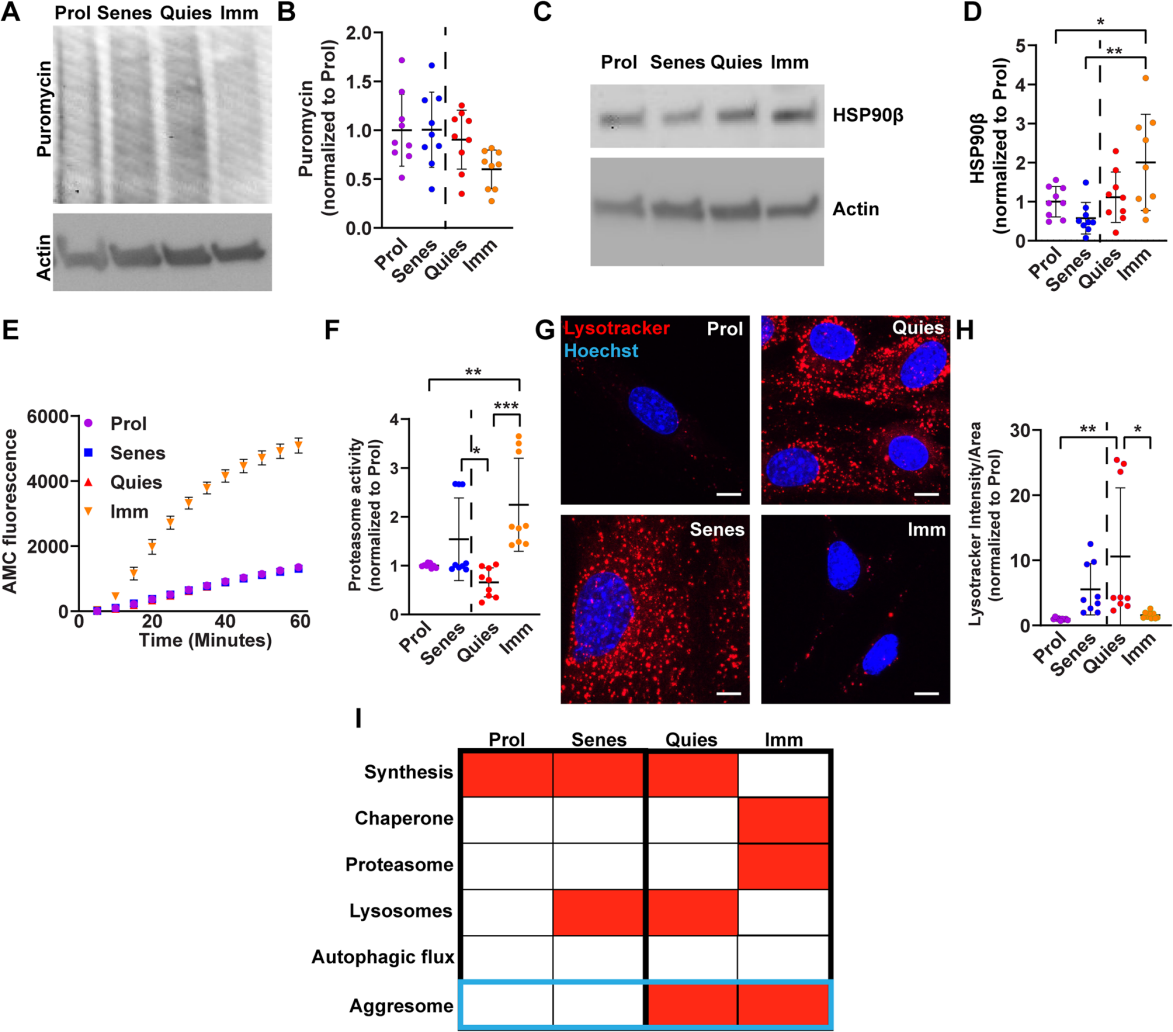
Aggresomes are used within diverse proteostasis networks. (**A**,**B**) Proliferating, senescent, quiescent, and immortalized fibroblasts were pulsed with 10 µg/mL puromycin for 10 min prior to soluble protein extraction and analysis by western blot. Relative levels of puromycin incorporation and actin expression were visualized by western blot. Samples were analyzed for puromycin levels relative to actin. (N = 3; two-way ANOVA with post-hoc Tukey’s test; mean ± SD). (**C**,**D**) Proliferating, senescent, quiescent, and immortalized fibroblasts were analyzed for soluble protein expression of HSP90β and actin by western blot (N = 3; two-way ANOVA with post-hoc Tukey’s test; mean ± SD). (**E**,**F**) Proliferating, senescent, quiescent, and immortalized fibroblast protein lysates were prepared and analyzed for relative levels of trypsin-like proteasome activity by measuring AMC fluorescence as a function of time (N = 3; Two-way ANOVA with post-hoc Tukey’s test; mean ± SD). (**F**) Normalized AMC accumulation at 60 min for each sample. (**G**,**H**) Proliferating, senescent, quiescent, and immortalized fibroblasts were stained and analyzed for lysosome content (Lysotracker; red) and nuclei (Hoechst; blue) (N = 3; two-way ANOVA with post-hoc Tukey’s test; mean ± SD). The dotted line in each panel separates cell-states that either do or do not form the aggresome. (**I**) Schematic summarizing the proteostasis network experiments in each fibroblast cell-state. Red indicates higher levels of each node of the proteostasis network respectively. Scale bars 10 µm. *p < 0.05, **p < 0.01, ***p < 0.001.

Previous studies have shown that chaperone activity, as measured by expression of the heat shock transcription factor HSF1, was not different between proliferating human fibroblasts and senescent human fibroblasts^33^. Therefore, we hypothesized that fibroblast cell-states would not significantly differentially regulate chaperone proteins. To test this hypothesis, we probed the chaperone protein network by immunoblotting for the chaperone protein HSP90β, representing one of the five major classes of heat shock proteins^5,44^. In line with previous reports, proliferating, senescent, and quiescent fibroblasts did not display differences in protein levels of HSP90β, however, we did observe a significant increase in protein levels of HSP90β in immortalized fibroblasts compared against the other cell-states (Fig. 2C,D), suggesting chaperone activity may be higher in immortalized fibroblasts.

To degrade proteins, cells have two primary protein degradation systems: the ubiquitin–proteasome system and autophagy. To determine whether fibroblast cell-state drives differences in protein degradation by the ubiquitin–proteasome system, we isolated protein lysates from each fibroblast cell state, and measured proteasome activity in cell lysates generated from each cell-state by adding the substrate Boc–Leu–Arg–Arg–AMC, a molecule that becomes fluorescent when cleaved by the trypsin-like activity of the proteasome. Consistent with previous reports, proteasome activity in proliferating, senescent, and quiescent fibroblasts was similar between these cell-states, whereas immortalized fibroblasts had significantly elevated levels of proteasome activity^16^ (Fig. 2E,F, Fig. S2C,D).

Lastly, we first measured relative levels of autophagy by labeling fibroblasts with the dye Lysotracker Red DND-99 to determine the number of lysosomes. Previous data suggest that senescent and quiescent fibroblasts have relatively higher levels of autophagy compared to proliferating fibroblasts^16,31,35^. We similarly found that lysosome numbers were higher in quiescent and senescent fibroblasts as compared to proliferating and immortalized fibroblasts (Fig. 2G,H, Fig. S2E–N,^8^). To further probe autophagy across fibroblast cell states, we analyzed protein lysates from each cell state for microtubule-associated protein 1A/1B-light chain 3 (LC3) processing (Fig. S2G–N). As LC3 is processed by autophagy, it is converted from a cytosolic form (LC3 I) to a phosphatidylethanolamine conjugated form (LC3 II)^39^. Despite the distinctly different levels of lysosomes visualized by Lysotracker (Fig. 2G,H), we observed no significant differences in basal levels of LC3I, LC3II, or LC3II/I across cell states (Fig. S2K–N). Taken together, fibroblast cell-states use a diverse set of proteostasis networks, and no one feature of the proteostasis network correlates with aggresome formation in fibroblasts (Fig. 2I). These data support the idea that the aggresome is used by cells in a diverse set of contexts to maintain cell fitness.

### Transcriptomic profiling of the fibroblast response to MG132 reveals features associated with aggresome formation

We next used our fibroblast cell-state specific aggresome formation model to identify the potential molecular mechanisms promoting aggresome formation. To this end, we generated proliferating, senescent, quiescent, and immortalized fibroblasts from the same initial fibroblast population, treated with either DMSO or MG132, extracted RNA, and submitted samples for RNA sequencing to analyze transcriptomic features associated with aggresome formation (Table S1; GSE176107). 

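The 24 libraries were poly(A) RNA from proliferating, senescent, quiescent and immortalized fibroblasts, with 3 libraries for each of the 8 combinations of cell-state and treatment. Senescent cells had been passaged serially until they stopped expanding, quiescent cells had been held at confluence, and immortalized cells carried the SV40 T antigen, which inactivates p53 and RB. MG132, a peptide aldehyde that blocks the catalytic sites of the proteasome, was given at 10 µM for 8 h, and controls received 0.1% DMSO. The stranded libraries were read as paired ends of 140 bp. The values analysed were the TPM that the authors deposited for 19880 genes, already normalized to the spike-in by the authors. Each library sums to a fixed total, so the depth behind a value is unknown. The fixed total also cancels any spike-in factor common to all genes of a library. The number of genes above 0 TPM ran from 16751 to 18161 per library. Each library was divided by a median-of-ratios size factor, and log2(scaled TPM + 1) was fitted with limma over the 13489 genes that reached 1 TPM in at least 3 libraries. Fold changes are therefore on a log2(value + 1) scale, which understates the change of weakly expressed genes. They are relative to the typical gene, which the size factor holds near no change, and are not amounts per cell. On simulated libraries with known changes, the MG132 comparison in proliferating fibroblasts recovered 16 of 67 genes changed by 0.5 log2, 53 of 67 changed by 1 log2 and 64 of 66 changed by 2 log2. Few genes were changed there, with 140 passing the test against 6737 in the real comparison. Noise was drawn for each gene by itself, without shifts of a whole library. Those rates therefore need not hold for the real comparison. The paper states in general that experiments were repeated on 3 separate days, and the labels do not say which culture or day a library came from, so p-values measure the spread between these libraries. TPM of individual genes are given as deposited, as mean ± SD of 3 libraries. For the mean response of a list, the SD is over the 3 MG132 libraries, each minus the mean of its 3 DMSO libraries. It leaves out the spread of the DMSO libraries.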

To control for variance in global transcription rate across fibroblast cell states, we additionally performed an RNA spike-in prior to RNA extraction, normalized to total cell number, and then normalized gene expression to the spike-in controls prior to downstream analysis (Fig. S3A,B)^2^. 

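The direction of the MG132 response across all genes depended on how the libraries were put on one scale. After median-of-ratios scaling, 3397 genes rose and 3340 fell in proliferating fibroblasts, 3056 rose and 3157 fell in senescent, 3409 rose and 3635 fell in quiescent, and 3593 rose and 3593 fell in immortalized fibroblasts (limma, adjusted p under 0.05). The median log2 fold change of all genes was then -0.021, -0.034, -0.023 and 0.011 in the same order. Medians near 0 follow from that scaling, so rises and falls there are relative to the typical gene. With TPM as deposited the median was -0.48 in proliferating, -0.047 in senescent, -0.18 in quiescent and -0.57 in immortalized fibroblasts. On that scale 1131 genes rose and 7182 fell in proliferating fibroblasts, 2972 and 3236 in senescent, 2419 and 4772 in quiescent, and 1031 and 7626 in immortalized fibroblasts. With the per-million step undone, the medians were -0.43, -0.11, -0.097 and -0.50. There were 1146 rises and 6594 falls, 2445 and 3547, 2637 and 3991, and 1145 and 7043. If the paper's methods made the table, undoing that step returns each library to the spike-in normalized scale, up to the precision of the low values.

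Heat shock genes took up a larger share of the TPM under MG132. The 21 targets of the heat shock factor HSF1, a list fixed beforehand, made up 1.18 ± 0.66% of the TPM of proliferating fibroblasts under DMSO and 9.46 ± 1.73% under MG132 (SD, n = 3). In immortalized fibroblasts their share went from 0.92 ± 0.20% to 8.82 ± 2.97%. It went from 0.77 ± 0.23% to 3.15 ± 0.32% in senescent and from 0.71 ± 0.086% to 2.57 ± 0.30% in quiescent fibroblasts. At a fixed sum, such a gain by itself lowers the other genes by 0.13 log2 in proliferating, 0.035 in senescent, 0.027 in quiescent and 0.12 in immortalized fibroblasts. In proliferating and immortalized fibroblasts this is less than the fall of the median with TPM as deposited. With the per-million step undone the sum is not fixed, so the shift does not apply there. It counts the HSF1 targets only. In proliferating fibroblasts ribosomal protein genes also gained share (7.39% to 11.2%) and matrix genes lost it (5.69% to 4.04%). A larger effect of composition was therefore not excluded.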

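Proteasome inhibition raised the inducible HSP70 genes Hspa1a and Hspa1b more than any other well-expressed gene in all 4 cell-states, counting genes with a mean of at least 10 TPM under either treatment. Hspa1a (ENSMUSG00000091971), on chromosome 17 of GRCm38 from 34969190 to 34972156, went from 40.6 ± 59.9 to 9383 ± 3284 TPM (SD, n = 3) in proliferating fibroblasts, a log2 fold change of 9.60 (standard error 0.81, adjusted p = 2.7e-08). The DMSO mean there is not typical of its libraries, since the SD exceeds it and replicate 1 was at 4.87 TPM. Hspa1a rose by 6.55 in senescent, 5.53 in quiescent and 8.96 in immortalized fibroblasts. Hspa1a and Hspa1b are near-identical copies, so the division of reads between them is uncertain. Next in rank came the cochaperone Hsph1 in proliferating fibroblasts (5.25), the transcription factor gene Atf3 in senescent fibroblasts (4.91), and the small heat shock protein gene Hspb1 in quiescent (4.71) and immortalized (6.73) fibroblasts. Hspb1 lies on chromosome 5 from 135887919 to 135889563.

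The largest falls differed between cell-states. Chst12, a chondroitin sulfotransferase gene, fell by 3.30 in proliferating and by 3.14 in immortalized fibroblasts. Dio3, which encodes the deiodinase that inactivates thyroid hormone, fell by 4.99 in senescent and 5.68 in quiescent fibroblasts, from 268 ± 89.2 to 3.65 ± 1.78 TPM in the latter (adjusted p = 9.1e-11). Nr4a1, an immediate early gene, dropped from 122 ± 15.0 to 8.22 ± 1.11 TPM in senescent fibroblasts. Plk1, a kinase of mitosis, fell by 2.81 in immortalized fibroblasts (adjusted p = 0.0012).

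Across the 4 cell-states 1100 genes rose in all of them and 1025 fell in all of them, where independent responses with the same totals would share 51.8 and 56.1. Pearson's correlation of the responses across genes, which are not independent replicates, ran from 0.334 between senescent and immortalized to 0.768 between proliferating and immortalized fibroblasts. For 23 of the 24 libraries the most similar other library by Spearman correlation belonged to the same group. The exception was proliferating DMSO replicate 3, nearest to quiescent MG132 replicate 3. Its HSF1 targets averaged 8.27 on the log2 scale against 6.59 and 6.63 in the other DMSO libraries of its group, and 10.77 under MG132. Mean distance, as 1 minus the correlation, was 0.0160 within groups, 0.0661 between treatments of a cell-state and 0.0708 between cell-states under one treatment (permutation tests of group labels, p = 8e-05 for treatment and 1e-05 for cell-state, the latter the smallest that 100000 permutations can give). The treatment p is about the smallest that relabeling within cell-states allows, so these p-values do not rank the separations.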

Multidimensional scaling (MDS) of the transcriptomic data revealed clustering across both cell-states and treatments, suggesting MG132 similarly shifted the cell’s transcriptional program, regardless of cell-state (Fig. 3A). 

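Under DMSO the cell-states differed in genes of S phase and mitosis, interferon-stimulated genes, lysosomal genes and extracellular matrix genes, among other lists. Of 51 cell cycle genes, 47 were lower in senescent than in proliferating fibroblasts and 1 was higher (48 and 1 adjusted over the list alone), with a mean log2 difference of -2.02. In immortalized fibroblasts 21 of them were higher and none was lower than in proliferating cells, while in quiescent fibroblasts none passed the test in either direction. Proliferating DMSO replicate 3 had a mean of 3.59 for these genes against 4.47 and 4.72 in the other 2 libraries. Of 30 interferon-stimulated genes, which code for antiviral proteins, 28 were higher in immortalized and 24 in quiescent than in proliferating fibroblasts, and none was lower (28 and 25 adjusted over the list alone, with 1 lower in immortalized cells). Isg15 among them went from 13.8 ± 10.6 TPM in proliferating to 414 ± 186 TPM in immortalized fibroblasts (SD, n = 3), a log2 difference of 4.92 (standard error 0.53, adjusted p = 9.5e-07).

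Of 46 lysosomal genes, 37 were higher in senescent than in proliferating fibroblasts and none was lower (38 and 1 adjusted over the list alone). Of 37 matrix genes, 27 were lower in immortalized than in proliferating fibroblasts and 2 were higher (29 and 2 adjusted over the list alone). All of these differences passed camera, with adjusted p from 5.5e-23 to 4.2e-08, but with an estimated correlation between genes the adjusted p was 0.286 or more in each. At that setting camera kept none of its 81 calls over all lists under DMSO (lowest adjusted p 0.058), so it singles out no list. Targets of ATF4 were also lower in senescent (-1.36) and quiescent (-1.26) than in proliferating fibroblasts, as were myofibroblast and smooth muscle genes in senescent fibroblasts (-1.66), with adjusted p of 0.402 or more at an estimated correlation.

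Among single genes, Hsd3b6, a steroid dehydrogenase gene, was at 0.185 ± 0.153 TPM in proliferating and 225 ± 109 TPM in senescent fibroblasts. Fabp5, which encodes a fatty acid carrier, was at 610 ± 264 and 16.1 ± 9.83 TPM. The profibrotic cytokine gene Il11 was at 208 ± 12.4 TPM in proliferating and 23.2 ± 4.15 TPM in quiescent fibroblasts. Thbs4, a matrix gene, was lower in immortalized than in proliferating fibroblasts by a log2 difference of -7.51 (standard error 0.97, adjusted p = 8.8e-06). In all, 5502 genes differed between senescent and proliferating, 4073 between quiescent and proliferating, 4820 between immortalized and proliferating, 5276 between quiescent and senescent, 8106 between immortalized and senescent, and 6769 between immortalized and quiescent fibroblasts. Without immortalized DMSO replicate 2 the count for immortalized against proliferating was 3098. Fitted on only the 6 libraries compared, the counts against proliferating fibroblasts were 2992 for senescent, 2659 for quiescent and 2461 for immortalized. With array weights the counts were 10063 for senescent against proliferating and 8825 for quiescent against senescent.

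**Figure D1:**
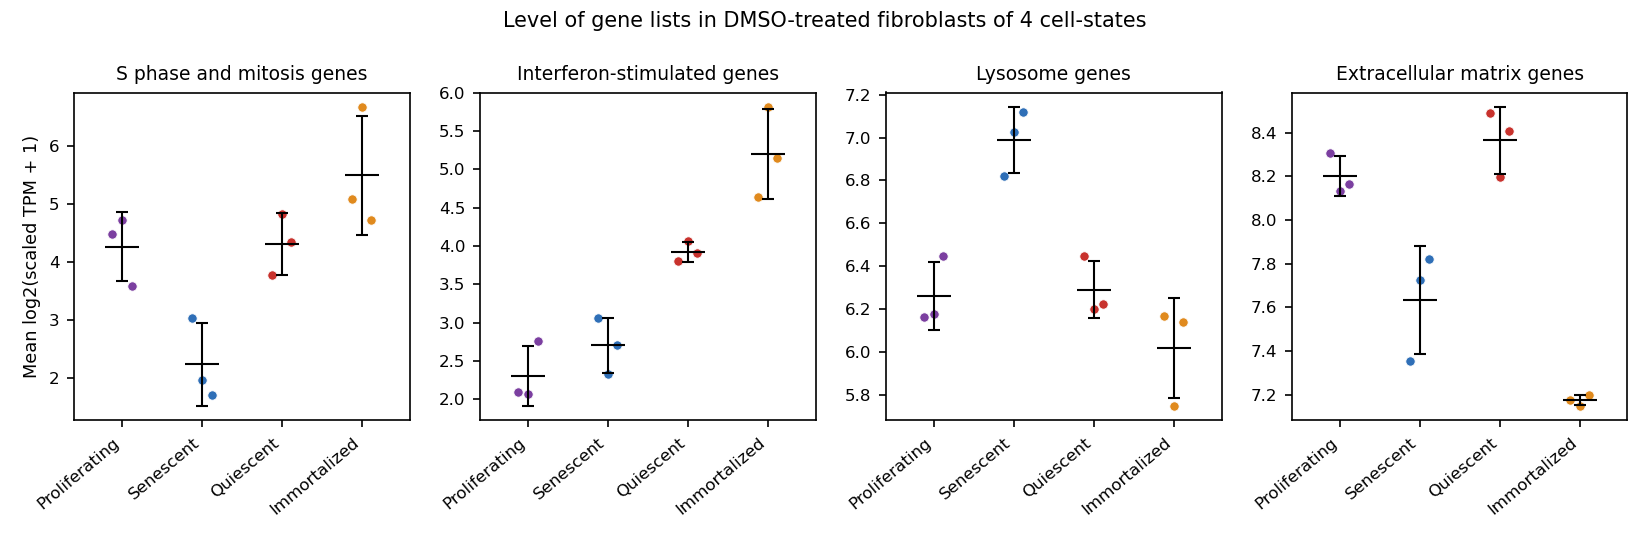
Mean log2(scaled TPM + 1) of the genes of S phase and mitosis, interferon-stimulated genes, lysosomal genes and extracellular matrix genes in each of the 3 DMSO libraries of each cell-state, with bars at mean ± SD. Senescent fibroblasts were lowest for the cell cycle genes (2.24 ± 0.71) and highest for the lysosomal genes (6.99 ± 0.15), and immortalized fibroblasts were highest for the interferon-stimulated genes (5.20 ± 0.59) and lowest for the matrix genes (7.18 ± 0.025).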

Further each cell-state clustered individually despite being genetically identical, suggesting each cell-state harbored a distinct transcriptional profile, regardless of exposure to MG132. We next asked if the proteostasis networks of cells responding to MG132 would be similar or different in cells with or without aggresomes by performing MDS on only the differential expression of genes in the proteostasis network (chaperone, proteasome, autophagy) in response to MG132 (Fig. 3B). 

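The chaperone, proteasome and autophagy genes, 208 in all, responded most alike in proliferating and immortalized fibroblasts and least alike in senescent and immortalized fibroblasts. The distance between responses, as 1 minus Spearman's correlation over these genes, was 0.119 between proliferating and immortalized and 0.122 between proliferating and quiescent fibroblasts. It was 0.210 between proliferating and senescent, 0.224 between senescent and quiescent, 0.240 between quiescent and immortalized and 0.342 between senescent and immortalized fibroblasts. Libraries of 1 cell-state share the DMSO mean that is subtracted, so distances among them are not comparable with these. With the DMSO library of the same number subtracted instead, distances within a cell-state averaged 0.0964 in proliferating, 0.224 in senescent, 0.165 in quiescent and 0.0874 in immortalized fibroblasts, against 0.145 between proliferating and immortalized, 0.177 between proliferating and quiescent and 0.379 between senescent and immortalized fibroblasts. The spread within senescent fibroblasts thus exceeded 2 of the distances between cell-states, neither of which involves senescent fibroblasts. Distances of senescent from proliferating (0.267), quiescent (0.296) and immortalized fibroblasts (0.379) were above it.

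Tested gene by gene in limma, 79 of the 208 genes responded differently in immortalized and senescent fibroblasts, 51 of them more strongly upward in immortalized cells. The response of 61 genes differed between immortalized and quiescent, 39 between senescent and proliferating, 33 between quiescent and senescent, 25 between quiescent and proliferating and 13 between immortalized and proliferating fibroblasts. Hspb1 rose by 2.67 in senescent fibroblasts, compared with 4.97 in proliferating cells. The mitophagy receptor gene Bnip3 fell by 1.44 in proliferating and by 2.10 in immortalized fibroblasts and did not pass the test in senescent (-0.025) or quiescent (-0.63) cells. Psmd5, an assembly chaperone of the proteasome base, rose by 0.31 in senescent fibroblasts and fell by 1.49 in immortalized fibroblasts.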

We observed that each cell-state harbored a distinct proteostasis network transcriptional response to proteasome inhibition (Fig. 3B). Further, we asked how each node of the proteostasis network reacted in response to proteasome inhibition in each cell-state. We generated heat maps and measured the average fold change of chaperone (GO: Chaperone-mediated protein folding), proteasome (GO: Proteasome Complex), and autophagy (GO: Autophagy) genes (Fig. 3C,D). We observed stronger upregulation of chaperone and proteasome genes in response to proteasome inhibition, though autophagic machineries also became upregulated in all four cell-states (Fig. 3D). 

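Chaperone genes had the highest mean response of the 3 groups in each cell-state. In senescent fibroblasts it lay close to that of proteasome genes (0.73 and 0.68), and the libraries overlapped. The groups were not tested against each other. Of 79 genes of chaperones and cochaperones, 59 rose and 7 fell in proliferating, 43 rose and 6 fell in senescent, 48 rose and 7 fell in quiescent, and 54 rose and 7 fell in immortalized fibroblasts (adjusted over the list alone, 59 and 7, 43 and 6, 48 and 8, 56 and 7). Their mean log2 fold change was 1.30 ± 0.093, 0.73 ± 0.054, 0.87 ± 0.024 and 1.34 ± 0.084 (SD, n = 3 MG132 libraries). Hspb7, a small heat shock protein gene of muscle, was among those that fell, by -1.10 in proliferating, -1.23 in senescent and -1.06 in quiescent fibroblasts.

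Of 49 genes of proteasome subunits and assembly factors, 42 rose and 2 fell in proliferating, 37 rose and none fell in senescent, 39 rose and 3 fell in quiescent, and 36 rose and 4 fell in immortalized fibroblasts (adjusted over the list alone, 42 and 2, 38 and 0, 39 and 3, 38 and 4). The mean was 0.94 ± 0.098, 0.68 ± 0.082, 0.68 ± 0.068 and 0.70 ± 0.13, the last of which became -0.064 with TPM as deposited. Psma1, a subunit of the 20S core, rose by 1.89, 1.51, 1.29 and 1.46 in the 4 cell-states in this order. Psmg1, an assembly factor, fell by 0.78 in proliferating, 0.88 in quiescent and 1.28 in immortalized fibroblasts.

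Autophagy genes were split. Of 80 tested, 36 rose and 13 fell in proliferating, 37 rose and 12 fell in senescent, 34 rose and 14 fell in quiescent, and 36 rose and 16 fell in immortalized fibroblasts, with 38 rises adjusted over the list alone in proliferating cells and the same counts elsewhere. The mean of 0.32 ± 0.012 in proliferating and 0.34 ± 0.080 in immortalized fibroblasts became -0.24 and -0.37 with TPM as deposited, and -0.19 and -0.29 with the per-million step undone. It was 0.30 ± 0.043 in senescent and 0.24 ± 0.093 in quiescent fibroblasts. The receptor gene Sqstm1 and the initiation factor gene Atg14 rose in every cell-state (1.83, 2.05, 1.51 and 2.01 for Atg14), whereas Wipi1, which binds the growing autophagosome, fell in each (-1.33, -0.85, -1.37 and -1.17).

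All 12 of these means passed camera, with adjusted p from 9.9e-13 to 0.039, and with an estimated correlation every adjusted p was 0.331 or more. At that setting camera kept none of its 70 calls over all lists and cell-states. Even HSF1 targets were lost (adjusted p from 0.355 to 0.416, camera), so it singles out no list. The autophagy mean in quiescent fibroblasts was no longer called without quiescent DMSO replicate 2 (0.19, adjusted p = 0.090) or without quiescent MG132 replicate 2 (0.20, adjusted p = 0.084), nor with TPM as deposited (0.070, adjusted p = 0.078), the per-million step undone (0.16, adjusted p = 0.057), a filter at 5 TPM (0.24, adjusted p = 0.088) or only the 6 libraries compared (adjusted p = 0.053).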

Surprisingly, no one feature clearly correlated with aggresome presence, further suggesting that the differences driving aggresome formation in each cell-state are lesser than the differences driving each cell-state’s identity.

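In a test of the difference between the mean response of quiescent and immortalized fibroblasts and that of proliferating and senescent fibroblasts, few of the genes of these groups passed. Of the chaperone genes 6 responded more in the aggresome-forming cell-states, 4 responded less and 69 did not pass (2 and 2 adjusted over the list alone), and the mean difference was 0.088 (standard error 0.11, adjusted p = 0.43, camera). With TPM as deposited that difference was -0.079. Hspb1 was among the 6, with a difference of 1.90 (standard error 0.51, adjusted p = 0.012), and Dnajc7 was among those that responded less (-0.45).

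Of the proteasome genes none responded more and 3 responded less (0 and 2 adjusted over the list alone), with a mean difference of -0.12 (standard error 0.14, adjusted p = 0.104). Psme4, which encodes the PA200 activator, was among the 3, at -0.58. The proteasome difference was called without proliferating DMSO replicate 3 (-0.22, adjusted p = 0.0010), without senescent DMSO replicate 1 (-0.17) and without quiescent DMSO replicate 3 (-0.17). With all libraries it was called with TPM as deposited (-0.29, adjusted p = 0.014) and with array weights (-0.22, adjusted p = 0.0013). Of the autophagy genes 8 responded more and 8 less (10 and 10 adjusted over the list alone), with a mean difference of -0.021 (standard error 0.071, adjusted p = 0.757). Sqstm1 was among the first and Atg4d, a protease that processes LC3 family proteins, among the second (-0.66).

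For another pairing of the cell-states the chaperone difference depended on the scaling. With quiescent and senescent set against immortalized and proliferating fibroblasts, 33 chaperone genes responded less in the first pair and 5 more (35 and 5 adjusted over the list alone), with a mean difference of -0.51 (adjusted p = 5.0e-05, and 0.373 with an estimated correlation), which became 0.059 with TPM as deposited, where 30 responded more and 14 less, and -0.0021 with the per-million step undone. After median-of-ratios scaling the mean chaperone response was nearly equal in proliferating and immortalized fibroblasts.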

**Figure 3:**
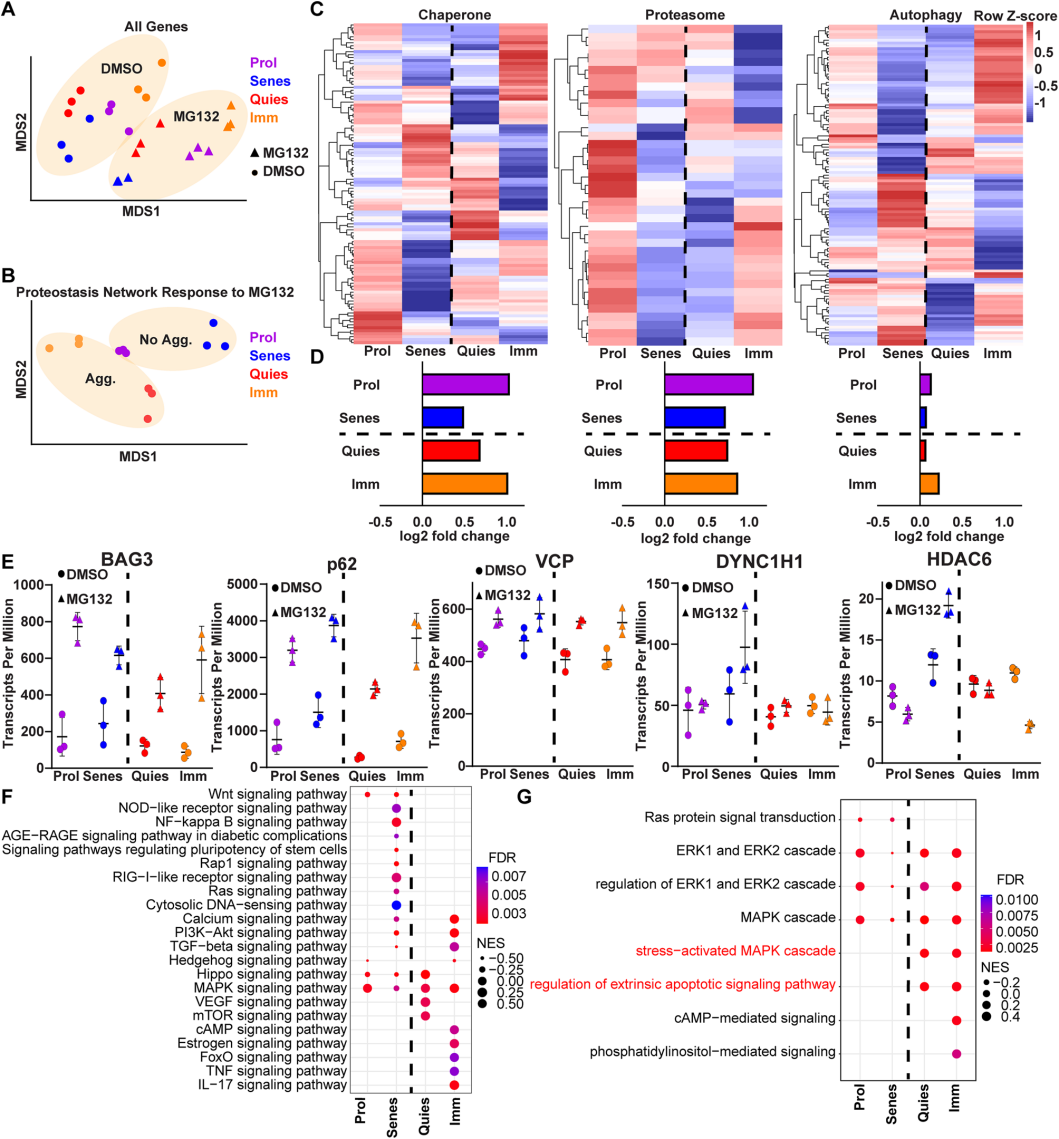
Transcriptional profiling of the fibroblast cell-state specific response to proteasome inhibition reveals stress-activated MAPK signaling associated with aggresome formation. (**A**) MDS analysis of the global transcriptomes of proliferating (purple), senescent (blue), quiescent (red), and immortalized (orange) fibroblasts treated with either 0.1% DMSO (circles) or 10 µM MG132 (squares) for 8 h. Ovals denote clustering of DMSO or MG132 conditions. (**B**) MDS analysis of the proteostasis network’s (chaperone, proteasome and lysosome genes) transcriptional response to proteasome inhibition in proliferating, senescent, quiescent, and immortalized fibroblasts. Ovals denote clustering of aggresome-forming or -lacking cell-states. (**C**) Heat maps depicting differential expression of chaperone, proteasome, or autophagy genes in response to MG132 between proliferating, senescent, quiescent, or immortalized fibroblasts. (**D**) Average DEseq2 log2-fold change values for all chaperone, proteasome, or autophagy genes as proliferating, senescent, quiescent, and immortalized fibroblasts respond to MG132 treatment. (**E**) Transcript per million counts of representative genes implicated in aggresome formation in proliferating, senescent, quiescent, and immortalized fibroblasts treated with DMSO (circles) or MG132 (squares). (**F**,**G**) GO and KEGG analysis of the signaling pathways significantly differentially regulated in response to MG132 in proliferating, senescent, quiescent, and immortalized cells. FDR refers to false discovery rate and NES refers to normalized enrichment score. The dotted line in each panel separates cell-states that either do or do not form the aggresome.

To gain insight into why some fibroblast cell-states form the aggresome and some do not, we reasoned that one explanation could be that genes essential for aggresome formation were downregulated or absent. Therefore, we examined the expression of known genes essential for aggresome formation or genes known to function at the aggresome, such as *SQSTM1* (p62) and *HDAC6* (Fig. 3E, Table S2). 

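Of 25 genes that act at the aggresome or in its formation, 24 were above 1 TPM in every library of all 8 groups. Vim, which encodes the intermediate filament protein of the aggresome cage, was the most abundant, with a mean of 12757 ± 2905 TPM in proliferating and 24337 ± 2740 TPM in senescent fibroblasts under DMSO. Atxn3 reached no lower than 2.71 TPM in any library, Hook2 3.17 TPM, Uchl1 3.34 TPM and Hdac6 4.11 TPM.

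Sqstm1, on chromosome 11 of GRCm38, encodes p62, which binds ubiquitin chains and carries cargo to the aggresome. Its TPM went from 760.3 ± 406.5 to 3199 ± 325.3 in proliferating, 1503 ± 416.6 to 3870.2 ± 308.9 in senescent, 276 ± 44.9 to 2141.5 ± 183.9 in quiescent and 708 ± 191 to 3527 ± 675 in immortalized fibroblasts. The log2 fold changes were 2.79, 1.41, 3.14 and 3.10 (standard error 0.27, adjusted p = 1.7e-07, 0.00029, 2.9e-08 and 1.3e-08), and the response was higher in the aggresome-forming cell-states by 1.02 (adjusted p = 0.011). The proliferating response lay close to the quiescent and immortalized ones, so most of that difference comes from the low senescent response. Hdac6, on chromosome X, encodes the deacetylase that links ubiquitinated cargo to dynein. It rose by 0.65 in senescent fibroblasts and fell by 0.43 in immortalized fibroblasts (standard error 0.11). Hdac6 did not pass the test in quiescent (0.059, or -0.11 with TPM as deposited and -0.020 with the per-million step undone) or in proliferating cells (0.13). In proliferating cells it was a called fall with TPM as deposited (-0.40, adjusted p = 0.016, limma) and with the per-million step undone (-0.35, adjusted p = 0.021). The response of Hdac6 was lower in the aggresome-forming cell-states by a difference of -0.58 (adjusted p = 0.00073).

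Of the 25 genes 15 rose and 4 fell in proliferating, 13 rose and 5 fell in senescent, 13 rose and 2 fell in quiescent, and 15 rose and 4 fell in immortalized fibroblasts (adjusted over the list alone, 15 and 4, 14 and 5, 13 and 2, 16 and 4). Cav1, the gene of the caveolar protein caveolin 1, fell in all 4 (-1.77, -0.82, -1.11 and -0.47). In the contrast of responses 5 genes were higher in the aggresome-forming cell-states, 1 was lower and 19 did not pass (7 and 1 adjusted over the list alone). Uchl1, a deubiquitinase gene, was among the 5, with a difference of 1.69 (adjusted p = 3.8e-05).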

We observed expression of all known aggresome-related genes we examined in all cell-states. While it is likely that there are additional factors essential for aggresome formation that have yet to be revealed, this finding suggests that aggresome presence or absence across cell-states is not due to the lack of components to form the aggresome, but rather in how each cell-state responds to disrupted proteostasis.

Therefore, we next hypothesized that cells which form or do not form the aggresome differ in how they use their systems to respond to proteasome inhibition. To identify which features and signaling pathways would be associated with the presence or absence of the aggresome, we performed Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses on each fibroblast cell-state’s transcriptional response to proteasome inhibition individually, and probed for signaling pathways unique to aggresome-forming cells (Table S3) (Fig. 3F,G). We observed that the aggresome-forming quiescent and immortalized fibroblasts uniquely significantly differentially regulated the stress-activated node of MAPK signaling and extrinsic apoptotic signaling (Fig. 3F). Therefore, we hypothesized that these signaling pathways may play a role in aggresome formation.

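Genes of the 2 pathways moved in both directions in every cell-state. Of the 180 tested genes of the study's list for regulation of the stress-activated MAPK cascade, 50 rose and 51 fell in proliferating, 50 rose and 50 fell in senescent, 54 rose and 44 fell in quiescent, and 62 rose and 45 fell in immortalized fibroblasts (adjusted over the list alone, 56 and 52, 52 and 50, 54 and 44, 63 and 45). The list was chosen by the study on these samples, so these counts are not independent evidence. Cryab and Hsph1, which are also heat shock genes, had the largest rises in quiescent (4.01 and 3.35) and immortalized fibroblasts (5.50 and 5.13). Falls were led by Tgfbr3, a TGF-beta co-receptor gene, in quiescent cells (-3.61) and by Lmnb1, the lamin B1 gene, in immortalized cells (-1.54, adjusted p = 0.0012). The list passed camera in none of the 4 cell-states, with adjusted p of 0.75, 0.885, 0.37 and 0.21 in the same order.

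The study's supplement also holds a list without a title, taken here as that of extrinsic apoptosis because it includes Fas, Fadd and Casp8. Of its 198 tested genes 54 rose and 40 fell in proliferating, 44 rose and 58 fell in senescent, 58 rose and 45 fell in quiescent, and 74 rose and 47 fell in immortalized fibroblasts (adjusted over the list alone, 54 and 40, 46 and 58, 58 and 45, 75 and 47). The mean log2 fold change was 0.23 ± 0.021, -0.049 ± 0.036, 0.11 ± 0.020 and 0.46 ± 0.013 (SD, n = 3 MG132 libraries). It became -0.28, -0.064, -0.055 and -0.18 with TPM as deposited and -0.23, -0.13, 0.031 and -0.10 with the per-million step undone. Camera called the rise in immortalized fibroblasts (adjusted p = 0.022, and adjusted p = 0.332 with an estimated correlation).

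Where the responses themselves were compared, 44 apoptosis genes responded more in quiescent and immortalized than in proliferating and senescent fibroblasts, 15 responded less and 139 did not pass (51 and 18 adjusted over the list alone). The mean difference was 0.19 (standard error 0.029, adjusted p = 0.023, and adjusted p = 0.192 with an estimated correlation). It shrank to 0.052 with TPM as deposited and to 0.14 with the per-million step undone, and was called in both. After median-of-ratios scaling the list mean was lower in quiescent (0.11) than in proliferating fibroblasts (0.23). The difference there came from the high immortalized and the low senescent mean. With TPM as deposited and with the per-million step undone the quiescent mean lay above the proliferating one. Inhba, which encodes the activin A subunit, rose by 1.63 in quiescent and 2.37 in immortalized fibroblasts, fell by 1.26 in senescent fibroblasts and did not pass the test in proliferating cells (0.38). Timp3, a metalloproteinase inhibitor gene, rose by 4.71 in immortalized but by 0.99 in proliferating fibroblasts, and its 0.22 in quiescent cells did not pass. Sp100 and Tlr3, genes of antiviral defence, responded less in the aggresome-forming cell-states (-1.66 and -0.97).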

### TAK1 and p38 MAPK inhibition suppress aggresome formation in immortalized and quiescent fibroblasts

To validate the predictive power of our dataset in identifying signaling pathways involved in aggresome formation, we further evaluated the hypothesis that stress-activated MAPK signaling plays a role in aggresome formation in adult mouse dermal fibroblasts. 

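The mean log2 fold change of the stress-activated MAPK genes was 0.094 ± 0.0094 in proliferating and -0.031 ± 0.046 in senescent fibroblasts. It was 0.072 ± 0.021 in quiescent and 0.28 ± 0.042 in immortalized fibroblasts (SD, n = 3 MG132 libraries). The SD leaves out the spread of the DMSO libraries. The proliferating mean was 0.075 without proliferating DMSO replicate 2 and 0.10 without proliferating DMSO replicate 3. The median in proliferating fibroblasts was -0.018, so mean and median differ in sign there. The means were -0.42, -0.047, -0.092 and -0.36 with TPM as deposited and -0.37, -0.11, -0.0052 and -0.29 with the per-million step undone. In the contrast between the aggresome-forming and the other cell-states 36 of these 180 genes responded more, 19 less and 125 did not pass (41 and 26 adjusted over the list alone). The mean difference of 0.15 (standard error 0.033) had an adjusted p of 0.082 in camera, and it was called without senescent DMSO replicate 1 (0.16, adjusted p = 0.049). It was 0.0052 with TPM as deposited and 0.096 with the per-million step undone. Grem1, an antagonist of BMP ligands, rose by 0.98 in quiescent and 2.21 in immortalized fibroblasts and fell by 2.15 in senescent fibroblasts. Ccn2, on chromosome 10 of GRCm38 from 24595442 to 24598683, encodes a matrix protein induced by TGF-beta and YAP. It rose by 2.42 in quiescent and 2.78 in immortalized fibroblasts and fell by 1.85 in senescent fibroblasts, a difference of 3.28 between the pairs of cell-states (standard error 0.44, adjusted p = 2.7e-05).

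Of 63 MAP kinases, upstream kinases and scaffolds, 14 rose and 22 fell in proliferating, 19 rose and 15 fell in senescent, 22 rose and 14 fell in quiescent, and 15 rose and 25 fell in immortalized fibroblasts (adjusted over the list alone, 15 and 22, 19 and 15, 22 and 14, 16 and 25). Their means were -0.051 ± 0.013, 0.056 ± 0.034, 0.050 ± 0.028 and -0.085 ± 0.066, of which that of quiescent cells became -0.12 with TPM as deposited and -0.028 with the per-million step undone, and that of senescent cells -0.025 with that step undone. Their responses differed by -0.020 between the pairs of cell-states (adjusted p = 0.73), or by -0.17 with TPM as deposited, with 7 genes higher and 6 lower. Mknk2, a kinase activated by ERK and p38, rose in every cell-state (2.41, 1.67, 1.58 and 2.06).

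The 18 dual-specificity phosphatases and Sprouty or Spred proteins, which MAPK signaling induces and which then dampen it, differed in response between the pairs of cell-states. Of these genes 10 rose and 3 fell in quiescent, 11 rose and 3 fell in immortalized, 8 rose and 4 fell in proliferating, and 3 rose and 10 fell in senescent fibroblasts (adjusted over the list alone, 10 and 4, 12 and 3, 8 and 5, 3 and 10). Their mean was 0.43 ± 0.032 in proliferating, -0.62 ± 0.044 in senescent, 0.68 ± 0.077 in quiescent and 1.09 ± 0.099 in immortalized fibroblasts, and the first became -0.12 with TPM as deposited and -0.068 with the per-million step undone. The response was higher in the aggresome-forming cell-states for 13 of the 18 and lower for none, by a mean of 0.98 (standard error 0.081, adjusted p = 3.6e-13, and adjusted p = 0.010 with an estimated correlation). Lower levels under DMSO made up 50.9% of that difference, and quiescent exceeded proliferating fibroblasts by only 0.26 (standard error 0.11), against 1.30 over senescent fibroblasts. Dusp4, a phosphatase of ERK, p38 and JNK, lies on chromosome 8 from 34807297 to 34819894. It rose by 2.88 in quiescent, 3.48 in immortalized and 1.68 in proliferating fibroblasts and fell by 1.11 in senescent fibroblasts.

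Of 28 immediate early genes, 22 rose and 1 fell in immortalized fibroblasts, 9 rose and 11 fell in quiescent, 14 rose and 5 fell in proliferating, and 4 rose and 17 fell in senescent fibroblasts (adjusted over the list alone, 22 and 2, 9 and 11, 14 and 6, 5 and 17). Fos rose by 3.86 in immortalized and 1.30 in proliferating fibroblasts and fell by 2.45 in quiescent and 1.57 in senescent fibroblasts. The contrast of responses was 0.88 (standard error 0.10, adjusted p = 1.3e-11, and adjusted p = 0.010 with an estimated correlation). The paper sets its pathway analyses and the average fold changes of the MAPK genes, which it reports as strongest in quiescent and immortalized fibroblasts, beside its hypothesis of a role for stress-activated MAPK signaling, which it then tests with inhibitors.

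**Figure D2:**
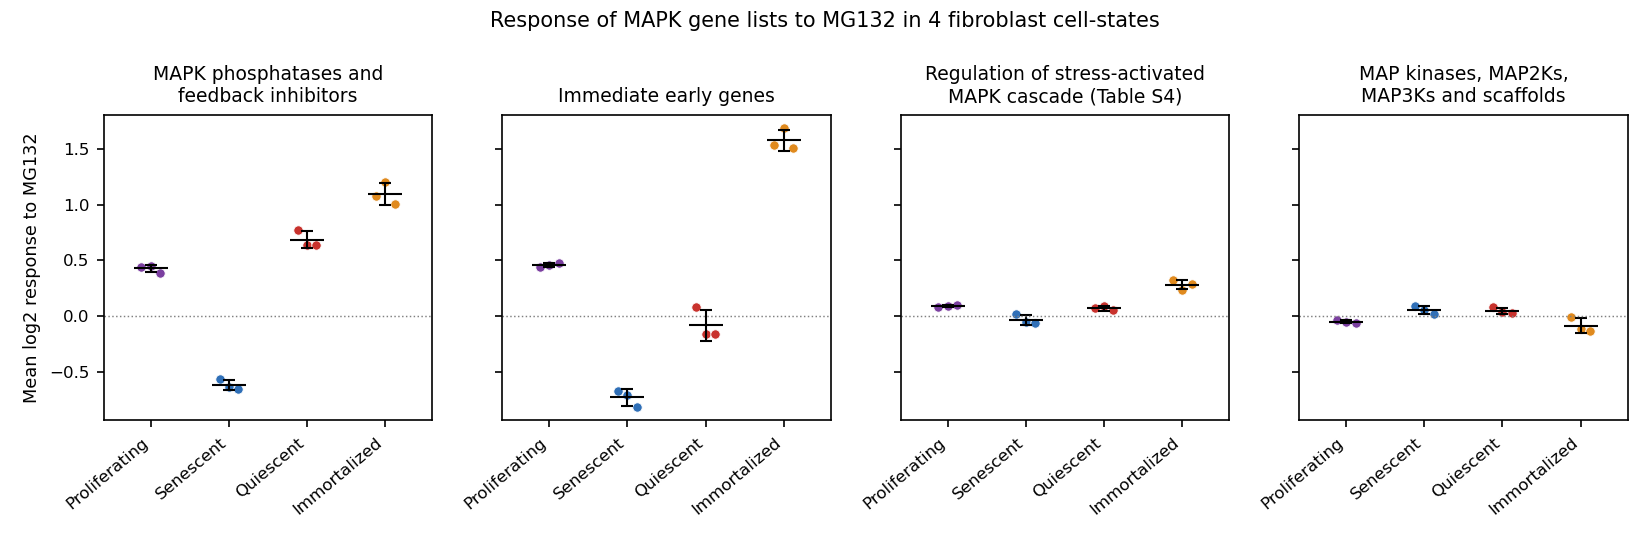
Mean log2 fold change (MG132 minus DMSO) of 4 gene lists in each cell-state, with 1 point for each of the 3 MG132 libraries against the mean of the 3 DMSO libraries and bars at mean ± SD. The phosphatases and feedback inhibitors lie at 0.68 ± 0.077 in quiescent and 1.09 ± 0.099 in immortalized fibroblasts, the immediate early genes at -0.080 ± 0.14 and 1.58 ± 0.093, and the stress-activated MAPK genes (0.28 ± 0.042 in immortalized fibroblasts, or -0.36 with TPM as deposited) and the kinases nearer to 0; the values of proliferating fibroblasts for the phosphatases (0.43 ± 0.032) and the immediate early genes (0.46 ± 0.018) become -0.12 and -0.11 with TPM as deposited.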

Supporting our pathway analyses and hypothesis, we calculated the average log fold-change of genes in the MAPK pathway generally, and more specifically in the stress-activated MAPK gene node, and found that in both cases, aggresome-forming fibroblasts (quiescent and immortalized) exhibited the strongest induction of MAPK/stress-activated MAPK signaling (Fig. 4A,B; Table S4).

**Figure 4:**
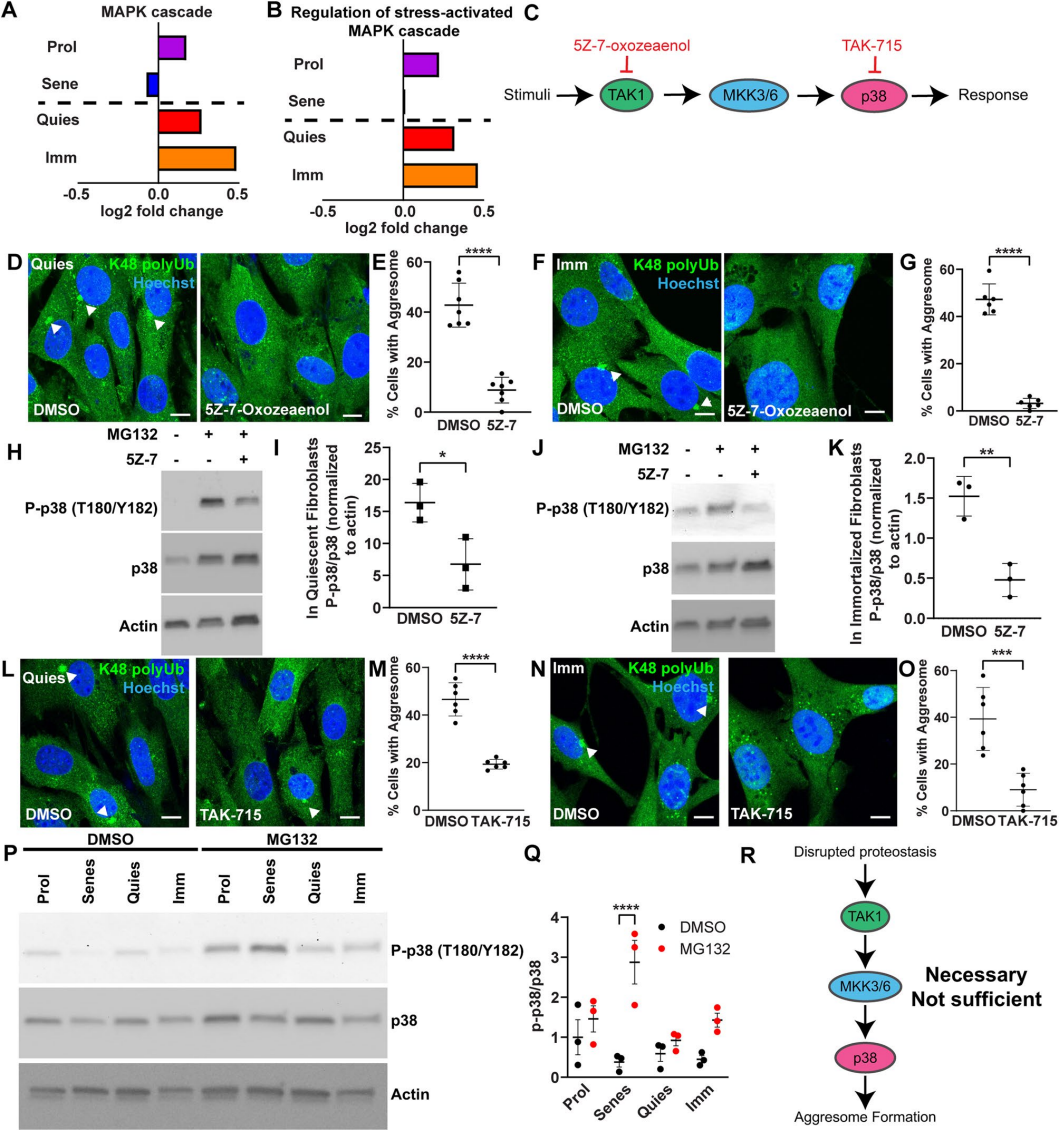
p38α MAPK and p38β MAPK inhibition with TAK-715, and TAK1 inhibition with 5Z-7 suppress aggresome formation in fibroblasts. (**A**,**B**) Average DESeq2 log2(fold change) values for all MAPK cascade or Regulation of stress-activated MAPK cascade genes as proliferating (purple), senescent (blue), quiescent (red), and immortalized (orange) fibroblasts respond to MG132 treatment. (**C**) A schematic summarizing the interaction of TAK1, MKK3/6 and p38 MAPKs in stress-activated MAPK signaling. Inhibitors are shown in red. (**D**–**G**) Quiescent and immortalized fibroblasts were treated with 5 µg/mL 5Z-7 or 0.05% DMSO for 24 h, and then additionally treated with 10 µM MG132 for 7 h still in the presence of 5Z-7 or DMSO prior to being immunostained for K48 polyUb (green) and Hoechst (nucleus; blue). Samples were analyzed for the proportion of cells forming the aggresome (N = 3; Student’s t-test; mean ± SD). (**H**–**K**) Quiescent and immortalized fibroblasts were treated with 10 µM MG132 and/or 5 µg/mL 5Z-7-Oxozeaenol for 8 h as above and then analyzed for expression of p38 MAPKs, actin, and P-p38 MAPKs (T180/Y182) by western blot. (N = 3; two-way ANOVA with post-hoc Tukey’s test; mean ± SD). (**L**–**O**) Quiescent and immortalized fibroblasts were treated with 50 µM TAK-715 or 1% DMSO for 24 h, then additionally treated with 10 µM MG132 for 7 h still in the presence of TAK-715 or DMSO prior to being immunostained for K48 polyUb (green) and Hoechst (nucleus; blue). Samples were analyzed for the proportion of cells forming the aggresome (N = 3; Student’s t-test; mean ± SD). (**P**,**Q**) Proliferating, senescent, quiescent, and immortalized fibroblasts were treated with 0.1% DMSO or 10 µM MG132 for 8 h prior to analysis of p38 MAPKs, and P-p38 MAPKs (T180/Y182) by western blot. A ratio of P-p38/total p38 was used to measure activation of p38 (N = 3; Two-way ANOVA with post-hoc Tukey’s test; mean ± SD). (**R**) A schematic depicting a working model for p38 MAPK’s role in aggresome formation in primary mouse dermal fibroblasts, suggesting p38 activity is necessary but not sufficient. Scale bars 10 µm. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

To test the hypothesis that stress-activated MAPK signaling is important for aggresome formation, we inhibited multiple MAPKKKs in the stress-activated MAPK pathway (data not shown) and found that treatment with the TAK1 inhibitor 5Z-7-oxozeaenol (5Z-7) potently suppressed aggresome formation, suggesting that the MAPKKK TAK1 plays a role in aggresome formation (Fig. 4D–G). As TAK1 can act upstream of p38 MAPKs, we asked if TAK1 could be driving aggresome formation through p38 MAPKs^19^. To address this question, we measured phosphorylation of p38 MAPKs at T180/Y182, the site of TAK1-mediated phosphorylation through MKK3/6, in quiescent and immortalized fibroblasts challenged with MG132 and either a control dose of DMSO or the TAK1 inhibitor 5Z-7. We observed that 5Z-7 reduced phosphorylation of p38 MAPK at T180/Y182, suggesting that TAK1 drives aggresome formation, at least in part, through driving phosphorylation of p38 MAPKs (Fig. 4H–K).

To further confirm the role of p38 stress-activated MAPK in aggresome formation and this signaling cascade, we induced aggresome formation in quiescent and immortalized fibroblasts in the presence of a control dose of DMSO or an inhibitor of p38 MAPK α/β, TAK-715. In agreement with our hypothesis and previous reports revealing an essential role for several p38 MAPKs in aggresome formation in primary hepatocytes and HEK293 cells^24,30,45^, we observed that TAK-715 treatment was sufficient to decrease aggresome formation in both quiescent and immortalized fibroblasts (Fig. 4L–O)^30^ without inducing cell death (Fig. S4A). Thus, together, these results suggest an important role for stress-activated MAPK signaling in aggresome formation, validate the power of our transcriptomic data to provide insight into mechanisms governing aggresome formation, and reveal TAK1-p38 signaling as regulators of aggresome biogenesis.

These experiments demonstrated that p38 MAPK signaling is necessary for aggresome formation in adult immortalized and quiescent tail fibroblasts. 

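The transcripts of the TAK1 and p38 pathway did not rise or fall together in any of the 4 cell-states. Of 22 genes for TAK1, its partners and activators, MKK3 and MKK6, p38 kinases and their substrates, 9 rose and 10 fell in proliferating, 9 rose and 8 fell in senescent, 12 rose and 6 fell in quiescent, and 8 rose and 8 fell in immortalized fibroblasts (adjusted over the list alone, 10 and 10, 9 and 9, 13 and 7, 9 and 8). The list mean differed by -0.013 between quiescent and immortalized and the other cell-states (standard error 0.040, adjusted p = 0.757), and 2 genes responded more and 2 less (4 and 3 adjusted over the list alone).

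Map3k7, the TAK1 gene, rose by 0.68 in senescent, 0.27 in quiescent and 0.27 in immortalized fibroblasts, the last of which was -0.48 with TPM as deposited and -0.39 with the per-million step undone. Map2k3, which encodes MKK3, rose by 0.83 in proliferating, 0.70 in quiescent and 1.06 in immortalized fibroblasts and not in senescent cells (-0.014). Its response was higher on average in the aggresome-forming cell-states by 0.47 (standard error 0.081, adjusted p = 0.00034). After median-of-ratios scaling its rise in quiescent cells was not above that in proliferating cells. Map2k6, which encodes MKK6, fell by 1.05 in proliferating, 0.99 in senescent and 1.10 in quiescent fibroblasts. Mapk14, the p38α gene, fell by 0.55 in proliferating, 0.28 in senescent and 0.90 in immortalized fibroblasts. Mapk11, the p38β gene, fell by 1.17 in proliferating, 0.97 in quiescent and 1.15 in immortalized fibroblasts. Its response was lower on average in the aggresome-forming cell-states by a difference of -0.50 (adjusted p = 0.016). Proliferating cells had the largest fall, so that difference rests on the senescent response. Traf6, a ubiquitin ligase that activates TAK1, rose in all 4 (1.40, 1.71, 1.16 and 1.01). These are transcript levels; the phosphorylation of p38 measured by western blot was not used here.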

As our RNA-sequencing suggested that stress-activated MAPK signaling is more highly activated in aggresome forming cells, we hypothesized that p38 MAPK activation could be a unique feature of quiescent and immortalized fibroblasts which promotes aggresome formation. To evaluate this hypothesis, we analyzed all four fibroblast cell states in either a control DMSO-treated condition or in response to inhibition of proteasomes with MG132. Counter to our hypothesis, we observed that p38 MAPK phosphorylation was increased in all four cell states in response to proteasome inhibition, and most highly in senescent cells (Fig. 4P–Q). Thus, p38 MAPK activation is not sufficient to drive aggresome formation (Fig. 4R). This suggests that other nodes of MAPK signaling outside of p38 MAPK signaling may be uniquely activated in quiescent and immortalized fibroblasts. Together, these data support a role for stress-activated MAPK signaling in aggresome formation in adult fibroblasts and reveal the utility of our model system whereby genetically identical adult primary cells in the same media conditions and without overexpression of proteotoxic factors, differing only in cell-state, can be dissected for drivers of aggresome formation.

Here we demonstrate that primary young adult mouse dermal fibroblasts use the aggresome in the quiescent and immortalized cell-states, but not in the proliferating and senescent cell-states. We find that aggresome formation is not a reflection of a cell’s preference for protein degradation by autophagy, but rather, that each fibroblast cell-state employs a unique proteostasis network to maintain proteostasis. Transcriptomic analysis of the fibroblast response to proteasome inhibition revealed features associated with cells that form aggresomes. Among these features, we found stronger activation of stress-activated MAPK signaling is associated with aggresome formation, supporting studies showing p38 MAPKs drive aggresome formation in other cell types^17,24,30,45^. Although we observed that p38 MAPK activation was not sufficient to drive aggresome formation, we found that inhibition of both TAK1 and p38α/β MAPKs was able to suppress aggresome formation in fibroblasts, suggesting that p38 MAPK signaling is required for aggresome formation. Taken together, we demonstrate that aggresome formation is not a universal component of a cell’s response to disrupted proteostasis, but rather that aggresomes can be used cell-state specifically, and provide resources for a better understanding of aggresome formation and function.

## Discussion

Here we demonstrate that preference to degrade protein through the aggresome is cell-state specific (Fig. 1). However, it is unclear whether the absence of aggresome formation is a reflection of proliferating and senescent fibroblasts making a decision not to form the aggresome through suppression of a pathway, compared to an inability to form the aggresome due to missing expression of unknown aggresome formation machineries. Regardless, if the aggresome is cytoprotective as evidence suggests^38^, it is not clear why some cells would not evolve to use this mechanism for maintaining proteostasis, while other cells have conserved this mechanism. One possibility could be that redundancy in the cell’s proteostasis network allowed for cell types to evolve divergently in how they maintain proteostasis. It also could be that we still do not fully understand the function of the aggresome and that there may be more nuanced contexts which dictate when the aggresome would be the most useful for a cell’s fitness.

These data also provide an important cautionary note regarding the use of immortalized cell lines to study biology that is reflective of cell behavior in vivo. The majority of aggresome literature to date has investigated the aggresome in immortalized cells in vitro. However, our data demonstrate that the *simple* act of immortalizing cells with SV40T is sufficient to drive cells that would not otherwise do so, to use the aggresome (Fig. 1). Additionally, cell immortalization drove widespread remodeling of the proteostasis network (Fig. 1). While initial studies of the aggresome in immortalized cell-lines in vitro have provided great utility towards an understanding of aggresome function and mechanisms of aggresome formation and should not be discounted, our data highlight the importance of translating immortalized cell line findings to primary cell lines in vitro and to cells in tissues in vivo.

In our report, we identify TAK1 as a novel regulator of aggresome formation acting at least in part through driving phosphorylation and activation of p38 α/β MAPKs (Fig. 4). As TAK1 can be activated by TGF-β, identification of TAK1 as a mediator of aggresome formation is timely, as recent work has described a role for aggresome-like structures as a program implicated in the cell’s inflammasome^17^. When specific types of inflammasomes form, an HDAC6-dependent perinuclear puncta of proteins implicated in the cell’s response to infection assembles. Thus, our data provide a mechanism linking cytokine signaling and formation of the aggresome, which could corroborate a role for the aggresome in the cell’s immune system. Further, TAK1 has many targets outside of p38 MAPKs which could additionally play a role in aggresome formation such as c-Jun N-terminal kinases (JNKs) and Nuclear Factor kappa-light-chain-enhancer of activated B cells (NF-kB)^40^. Lastly, although TAK-715 and 5Z-7-oxozeaenol are recognized as inhibitors of p38α and p38β MAPKs or TAK1 respectively^21,27,37,41^, both of these drugs are known to have off-target effects. Therefore, it is possible that the effects we observe from these drugs on aggresome formation is through their effect on other proteins.

Lastly, while our model allows us to do many comparative analyses to understand aggresome formation and function, the heterogeneous response within each cell-state (e.g. quiescent cells treated with MG132 will maximally only be 30–50% aggresome+) leads to difficulties in interpreting bulk analyses such as western blots, versus single cell analyses such as immunofluorescence. Further, primary young adult mouse dermal fibroblasts are very resistant to genetic manipulation, rendering further detailed knockout experiments, or even overexpression, unfeasible. Future studies in amenable primary cell types will be needed to unravel the intricate relationships within these pathways.

In summary, we identify primary young adult mouse dermal fibroblast cell-states as a model to understand aggresome formation and function, and further use this system to reveal the aggresome as a non-universal, but tunable mechanism cells can activate in a cell-state specific manner to maintain proteostasis through multiple mechanisms, specifically through stress-activated MAPK signaling.

## Materials and methods

### Fibroblast isolation, cell-state generation, and culture

Following a previously established protocol, fibroblasts were taken from tail snips of male 4 week-old C57Bl/6J mice^13^. To isolate the fibroblasts for in vitro culturing, tail snips were incubated in 70% ethanol for 5 min at room temperature. Tail snips were then cut into smaller pieces with scissors and put into an enzyme solution (20 µM Protease (Sigma P8811), 35 µM Collagenase D (Sigma 11088866001), 1.5 mM Tris Buffer and 62.5 µM EDTA) to dissociate the tissue and release cells at 37 °C for 90 min. Samples were then mashed for 2 min with a plunger from a syringe and then filtered through a 70 µm cell strainer. The sample was then washed by adding 10 mL of fibroblast culture media (FCM; RPMI with Glutamine (Invitrogen 11875-093), 10% FBS (Invitrogen 16000044), 55 µM β-Mercaptoethanol (Invitrogen 21985-023), 100 µM asparagine and 100 µg/mL Penicillin–Streptomycin (Invitrogen 15140122), 25 µg/mL Amphoterecin B (Sigma-Aldrich A9528)) and cells were pelleted at ~ 580×*g* for 7 min. Cells were washed a second time with 10 mL of FCM and spun down similarly. Cell pellets were then resuspended and plated into one well of a 6 well plate (Fisher Scientific 1483211). Cells were left to sit for 5 days at 37 °C and 5% CO_2_ after initial plating and were only fed once after 3 days by adding an additional volume of FCM. After 1–2 weeks fibroblasts expanded and were ready for experiments, and were fed at least once every 3 days with FCM.

Confluent fibroblasts were washed once with PBS, trypsinized with 0.25% trypsin–EDTA (Gibco 25200072) for 3–4 min at 37 °C and 5% CO_2_, spun down at 400×*g* for 4 min, and then resuspended and plated into FCM. To generate proliferating fibroblast cultures, fibroblasts were seeded at ~ 30% confluence and allowed to sit for 2–3 days prior to analysis and prior to reaching greater than 80% confluence. To generate senescent fibroblasts (β-galactosidase+, LaminB1 low), fibroblasts were plated at 10% confluence and then passaged sequentially at 10% confluence until the cultures no longer expanded. After cultures stopped expanding, all cultures were left for at least 7 days to develop a mature senescence phenotype, with regular media changes at least every 3 days. To generate quiescent fibroblasts (EdU-), fibroblasts were seeded at 70–80% confluence. After reaching 100% confluence, cultures were left for at least 3 additional days to develop a mature quiescent phenotype, and during this time still fed at least once every 3 days. To immortalize fibroblasts (SV40t+), low passage proliferating fibroblasts (P0–2) were seeded at 50% confluence and then transduced with retroviral particles harboring SV40t (as described in the “HEK culture and viral particle production” section). After transduction, fibroblasts were seeded at 5% confluence and then immortalized cells brought the dish to confluency. After 2 passages, the cultures were pure for immortalized cells as detected by Sv40t immunostaining. Immortalized fibroblasts were used up until passage 10.

### HEK293T culture and viral particle production

HEK293T cells (gift from Dr. Subhojit Roy) were cultured in HEK293T media (DMEM, high glucose, pyruvate, no glutamine; Thermo 10313021) supplemented with 10% FBS (Invitrogen 16000044) and Penicillin–Streptomycin (Invitrogen 15140122) at 37 °C and 5% CO_2_. When 100% confluent, cells were trypsinized with TrypLE Express Enzyme (Invitrogen 12604013) for 3 min at room temperature and spun down at 120×*g* for 4 min prior to being resuspended in HEK293T media and replated. To generate viral particles, HEK293T cells were transfected using Lipofectamine (Invitrogen 11668019) with CMV-GP (gift from Dr. Fred Gage, Addgene Plasmid 35614), pCMV-VSV-G (gift from Dr. Fred Gage, Addgene Plasmid 8454) and a transfer plasmid (pBABE-SV40T; gift from Dr. Peter Lewis). 48 h after transfection, viral particles were collected in the supernatant, sterile filtered to remove HEK293T debris, and applied directly to fibroblasts.

### Microscopy

All images were taken with either a Nikon C2 confocal microscope or a Zeiss widefield epifluorescent microscope. In Figs. 1, 2, 3 and 4, images represent maximum intensity projections of z-stacks taken to capture the entire cell with 1 μm step sizes. For live-cell experiments, cells were kept in a stage-top incubator to maintain humidity, 37 °C, and 5% CO_2_. Images were analyzed using Fiji.

### Immunostaining

To immunostain fibroblasts to detect vimentin (1:1000; Sigma-Aldrich AB5733), K48 polyubiquitin (1:500; Millipore Sigma 05-1307), Lamin B1 (1:500; Abcam ab16048), SV40T (1:500; Abcam ab234426), GFP (1:500; Aves Labs GFP-1020) and p62 (1:500, Sigma-Aldrich P0067-200UL) fibroblasts were fixed in 4% paraformaldehyde (PFA) for 15 min at room temperature. Samples were then permeabilized with 0.25% triton for 15 min at room temperature and blocked with 20% donkey serum (Millipore Sigma S30-100ML) in an antibody buffer (150 mM sodium chloride, 50 mM tris base, 1% bovine serum albumin (Sigma-Aldrich A2153-50G), 100 mM l-lysine, 0.04% sodium azide, pH 7.4) for 1 h at room temperature. Primary antibodies were diluted as listed above in antibody buffer and then applied to samples overnight at 4 °C. The following day, samples were washed 3 times with PBS for 10 min at room temperature and then stained with secondary antibodies in antibody buffer (1:500) for 1.5 h at room temperature. Following secondary staining, samples were washed 3 times with PBS for 10 min. In the second to last wash, samples were treated with Hoechst to label nuclei for 10 min at room temperature (1:10,000 in PBS; Thermo Fisher Scientific 62249).

To immunostain fibroblasts with γ-tubulin (1:250; Sigma-Aldrich T5326) and K48 polyubiquitin (1:500; Millipore Sigma 05-1307), cells were stained for K48 polyubiquitin as described above. Following staining for K48 polyubiquitin, cells were further stained to detect γ-tubulin by performing the following protocol. Cells were permeabilized with ice-cold methanol (pre-chilled for 1 h at − 80 °C) for 10 min at − 20 °C. Samples were then blocked and stained with primary and secondary antibodies as described above.

### Western blotting

Western blots probing for actin (1:1000; Bio Rad VMA00048), HSP90β (1:1000; GeneTex GTX101448), p38 MAPK (1:1000; Cell Signaling Technology 8690L), P-p38 MAPK (1:1000; Cell Signaling Technology 4511S), LC3 (1:1000; Abcam ab48394) and puromycin (1:1000; Millipore Sigma MABE343) were performed using the following protocol. To extract soluble proteins, cell pellets were resuspended in a soluble lysis buffer (10 mM Tris/HCl, 150 mM NaCL, 0.5 mM EDTA, 0.5% NP40, with protease inhibitor added) and placed on ice for 30 min. To extract total protein fractions, cell pellets were resuspended in total lysis buffer (10 mM Tris/HCl, 1% Triton, 150 mM NaCl, 10% Glycerol, 4% SDS, with DNAse and protease inhibitor added) and lysed for 30 min. Following lysis, samples were sonicated with a probe sonicator 15 times for 1 s on low power, and then clarified by centrifugation at 15,000×*g* for 10 min. Samples were then quantified using the DC assay (Bio-Rad 5000112) and then ~ 5 µg of protein per sample was run through an SDS-PAGE gel. SDS-PAGE gels were transferred onto a membrane at 100 V for 1.5 h at 4 °C. Membranes were then blocked in TBS-T with 5% milk for 30 min at room temperature. Primary antibodies were diluted in 5% milk and incubated on membranes overnight diluted as indicated above at 4 °C on a tube roller. Primary antibody was washed off 3 times with TBS-T for 5 min/wash at room temperature on a tube roller. Secondary antibodies were applied to membranes in 5% milk in TBS-T for 1.5 h at room temperature and then washed off 3 times with TBS-T for 5 min/wash on a tube roller. Following washing off secondary, protein expression was detected using a UVP Imaging system after treating blots with an ECL reaction. To quantify protein expression, blots were analyzed in ImageJ. In brief, ROIs were drawn around each band and measured, background signal was subtracted, and all proteins were normalized to housekeeping genes, or as otherwise noted in the figure legends. All experiments were repeated at least 3 times to ensure reproducibility.

### EdU pulse

Fibroblasts were pulsed for 1 h with 10 μM EdU (Invitrogen C10337) at 37 °C to label cells in S-phase and then fixed with 4% PFA for 15 min at room temperature. Cells were then treated per the manufacturer’s recommendations to visualize EdU through click-chemistry (Invitrogen C10337). Cells were stained with Hoechst to label nuclei (1:10,000; Thermo Fisher Scientific 62249). Samples were then analyzed for the percentage of cells that were EdU+ .

### Aggresome assays

To detect aggresomes in various conditions, cells were treated as described in each legend respectively (MG132-Sigma M7449; 5Z-7-oxozeaenol-Sigma O9890; TAK-715-MedChem Express HY-10456; nocodazole-Sigma M1404). Equal volume DMSO was applied to cells as a vehicle control for compounds dissolved in DMSO. Cells were immunostained as described in the “Immunostaining” section of the methods and analyzed for the percentage of cells with an aggresome as determined by an observer blind to experimental conditions but trained to identify aggresomes. An aggresome was defined as a perinuclear enrichment of K48 polyUb or p62 localizing to the nuclear bay. All aggresome quantification experiments were repeated at least 3 times.

### B-galactosidase assays

Proliferating and senescent mouse fibroblasts were washed twice with 1X PBS and fixed and stained for B-Gal activity using the Senescence B-Galactosidase Staining Kit per the manufacturer’s instructions (Cell Signaling Technology 9860S). The following day cells were washed twice with 1X PBS and stained with Hoechst (Thermo Fisher Scientific 62249). After staining, cells were imaged using a white light microscope and the percentage of B-Gal+ cells was determined by taking the number of B-Gal+ cells over the number of Hoechst+ cells in each image. This experiment was repeated 3 times.

### Cell death assays

To measure cell death, we used the LIVE/DEAD Viability Cytotoxicity Kit (Thermo L3224). In brief, without washing, Hoechst (1:2000; to detect total cells) and ethidium homodimer-1 (EH) (1:1000; to detect dying cells) were added directly to cultures without replacing media. After incubating for 10 min at 37 °C, at least 6 fields per condition were imaged rapidly on an epifluorescence microscope. Resulting images were analyzed by counting the number of nuclei labeled by Hoechst relative to the number of EH + nuclei. This experiment was repeated 3 times.

### Proteasome activity assays

Protein was extracted from fibroblasts with conditions optimized to preserve proteasome activity by resuspending pellets in 50 mM Tris–HCl, pH 7.5, 250 mM sucrose, 5 mM MgCl_2_, 0.5 mM EDTA and 1 mM dithiothreitol. Samples were then lysed by passing samples through a 27-gauge needle ten times. Samples were clarified through centrifugation for 10 min at 4 °C at 15,000×*g*. Protein concentration was quantified using the DC protein assay (Bio-Rad 5000112). To perform the assay, 10–30 μg of protein were loaded for each sample (equal weight of total protein was loaded across samples in each experiment) into a reaction buffer comprised of: 2 mM adenosine triphosphate (Fisher ICN15026605), 0.37 mM proteasome substrate (trypsin–Boc–Leu–Arg–Arg–AMC) and then diluted to 100 μL in resuspension buffer. Samples were measured every 5 min over the course of 1 h in a plate reader at 37 °C by exciting at 380 nm and collecting at 460 nm. Three wells were averaged for each sample and the experiment was repeated 3 times on three separate days.

### Lysotracker assays

Live fibroblasts were treated with Lysotracker Red DND-99 (1:1000; Thermo Fisher Scientific L7528) and Hoechst (1:10,000; Thermo Fisher Scientific 62249) for 30 min at 37 °C and 5% CO_2_ to label lysosomes and nuclei, respectively. Following dye labeling, cells were washed 3 times with media and immediately imaged. To analyze the data, z stacks were acquired, and raw integrated intensity normalized to area was calculated for each cell using ImageJ. 1 µM chloroquine was used as a positive control to validate Lysotracker. Each experiment was repeated at least 3 times.

### Protein synthesis assays

Fibroblasts were pulsed with 10 µg/mL puromycin (Invitrogen A11138-03) for 10 min at 37 °C and 5% CO_2_ to label nascent proteins. As a control, samples were treated with the protein synthesis inhibitor 10 µM cycloheximide (Millipore Sigma C4859-1ML) for 10 min prior to puromycin treatment and during puromycin treatment. After treatment, protein was extracted and analyzed by western blot as described in “Western blot” section of the methods. This experiment was repeated 3 times.

### RNA extraction, library preparation and sequencing

Fibroblast cell-states were generated as described in “Fibroblast isolation, cell-state generation, and culture” and then treated with either a vehicle control dose of 0.1% DMSO or 10 µM MG132 for 8 h to induce aggresome formation. After 8 h, cells were trypsinized and counted and then pellets of equal cell number were created. Prior to RNA extraction, ERCC Spike-In Mix RNA was added to resuspended pellets at a ratio of 0.5 μL (of 1:100 diluted from ERCC stock received from the manufacturer) to 100,000 cells to provide the capacity to normalize mRNA to cell number and probe for changes in global transcription across cell-states and treatments. Total RNA was extracted using a RNeasy Mini Kit (Qiagen 74104) according to the manufacturer’s instructions. Extracted RNA was submitted to LC Sciences for poly(A) RNA sequencing.

Poly(A) RNA sequencing libraries were generated using Illumina’s TruSeq-stranded-mRNA protocol. Poly(A) mRNAs were isolated using oligo-(dT) magnetic beads, fragmented using divalent cation buffer at elevated temperature and then used to construct DNA libraries for sequencing. Samples were quality controlled using an Agilent Technologies 2100 Bioanalyzer High Sensitivity DNA Chip and then sequenced as paired-end 140 base pair reads on an Illumina NovaSeq 6000 sequencing system.

### RNA-seq data processing

Sequencing data was trimmed using Cutadapt 1.10^18^. Reference mouse transcripts were obtained from the Ensembl 99 build (GRCm38p6), and combined with the ERCC92 sequences, to create a common mapping reference index using kallisto 0.43.0 ^1^. Trimmed reads were mapped to the combined reference with default parameters.

Parsed pseudocount values were extracted for each sample, and data was imported into R 3.6.3 for processing. We leveraged the R package ‘RUVseq’ 1.20.0 ^32^ to normalize counts as a function of the ERCC92 spike in count values using the RUVg function. RUV-normalized counts were then used as input to R package DESeq2 version 1.30.1 to perform differential expression analysis for each fibroblast cell-state’s response to proteasome inhibition. MDS analyses were performed using cmdsale() from base R and spearman rank correlation across samples in R. Heat maps were created using pheatmap() in R scaling by row. KEGG analyses was performed using gseKEGG() from the clusterprofiler V3.13 package in R with a FDR (false discovery rate) cutoff of 0.05. GO analyses were performed using gseGO() from the clusterprofiler V3.13 package in R with a FDR cutoff of 0.05. Average fold change plots were generated by taking the average differential expression output from DESeq2 for each gene in each pathway respectively. Gene lists for each node of genes came from the Gene Ontology Browser (http://www.informatics.jax.org/vocab/gene_ontology—accessed in February 2021). Transcript per million counts (TPM) were calculated by taking the raw gene counts normalized to ERCC spike-in and dividing by gene length in kilobases to get reads per kilobase (RPK) (https://www.rna-seqblog.com/rpkm-fpkm-and-tpm-clearly-explained/). Then RPK was divided by an RPK scaling factor equal to the sum of all RPK values in each sample divided by 1 million. Raw data is available online: GSE176107. Scripts for performing these analyses can be found at: https://github.com/chrismorrow5/Fibroblast-Aggresome-RNA-Sequencing-Analysis.

### Statistics

All experiments, unless otherwise noted, were repeated at least three times on three separate days. “N” listed in the figure legend refers to the number of independent repeats for each experiment. All figures display all data collected for each experiment. Significance tests were performed using GraphPad Prism using tests as indicated in each figure legend.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

Supplementary Information 5.

Supplementary Information 6.

## Data Availability

All data and materials generated in this study are available upon request to the corresponding author (Darcie Moore; ). Code used is available at: https://github.com/chrismorrow5/Fibroblast-Aggresome-RNA-Sequencing-Analysis. The RNA Sequencing data is available at: GSE176107.

# Supplementary material for: Adult fibroblasts use aggresomes only in distinct cell-states
**Source:** Sci Rep. 2022 Sep 2;12:15001. doi: 10.1038/s41598-022-19055-1
**Supplement:** Supplementary file 1 — Supplementary Information 1.

Supplementary Figures

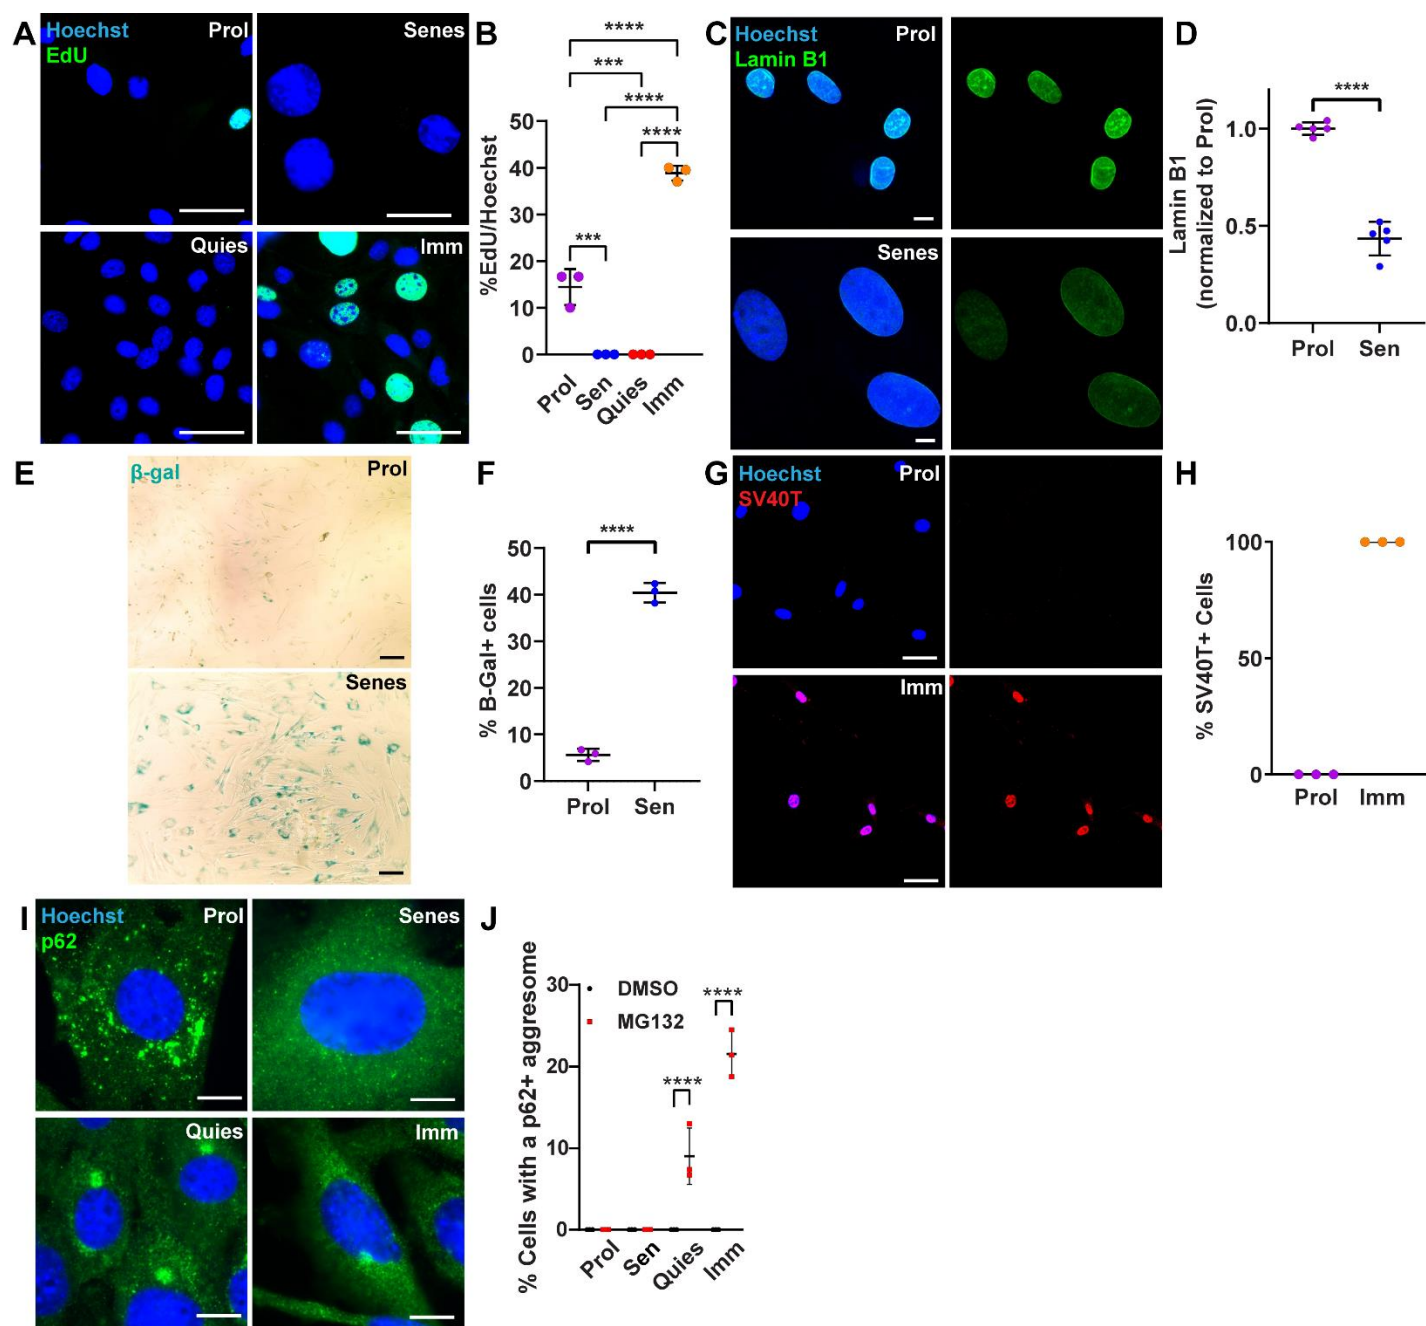

Figure S1 – A-B) Proliferating (purple), senescent (blue), quiescent (red), and immortalized (orange) fibroblasts were pulsed with EdU for 1 hour at 37°C prior to being fixed and stained to visualize nuclei (Hoechst; blue) and EdU (green). Cells were analyzed to identify the proportion of cells that were EdU+ (N=3; Two-way ANOVA with post-hoc Tukey's test; mean ± SD). C-D) Proliferating (purple) and senescent (blue) fibroblasts were fixed and immunostained for Lamin B1 (green) and stained for nuclei (Hoechst; blue). Samples were analyzed for relative intensity of Lamin B1 (N=3; Student's t-test; mean ± SD). E-F) Brightfield image of proliferating (purple) and senescent (blue) fibroblasts that were fixed and stained to visualize β-galactosidase activity (β-gal; green).

Samples were analyzed for the proportion of cells positive for β -galactosidase activity (N=3; Student's t-test; mean $\pm$ SD). G-H) Proliferating and immortalized fibroblasts were fixed and immunostained for SV40T (red) and stained for nuclei (Hoechst; blue). Samples were analyzed for the percentage of cells positive for SV40T (N=3; mean $\pm$ SD). I-J) Proliferating, senescent, quiescent, and immortalized fibroblasts were treated with 0.1% DMSO or 10 μ M MG132 for 8 hours prior to fixation and immunostaining for p62 (green), and nuclei (Hoechst; blue). Samples were imaged, and subsequently analyzed for the proportion of cells forming aggresomes (N=3; Two-way ANOVA with post-hoc Tukey's test; mean $\pm$ SD). Scale bars, 50 μ m (A, E, G), 10 μ m (C, I). ***p<0.001, ****p<0.0001.

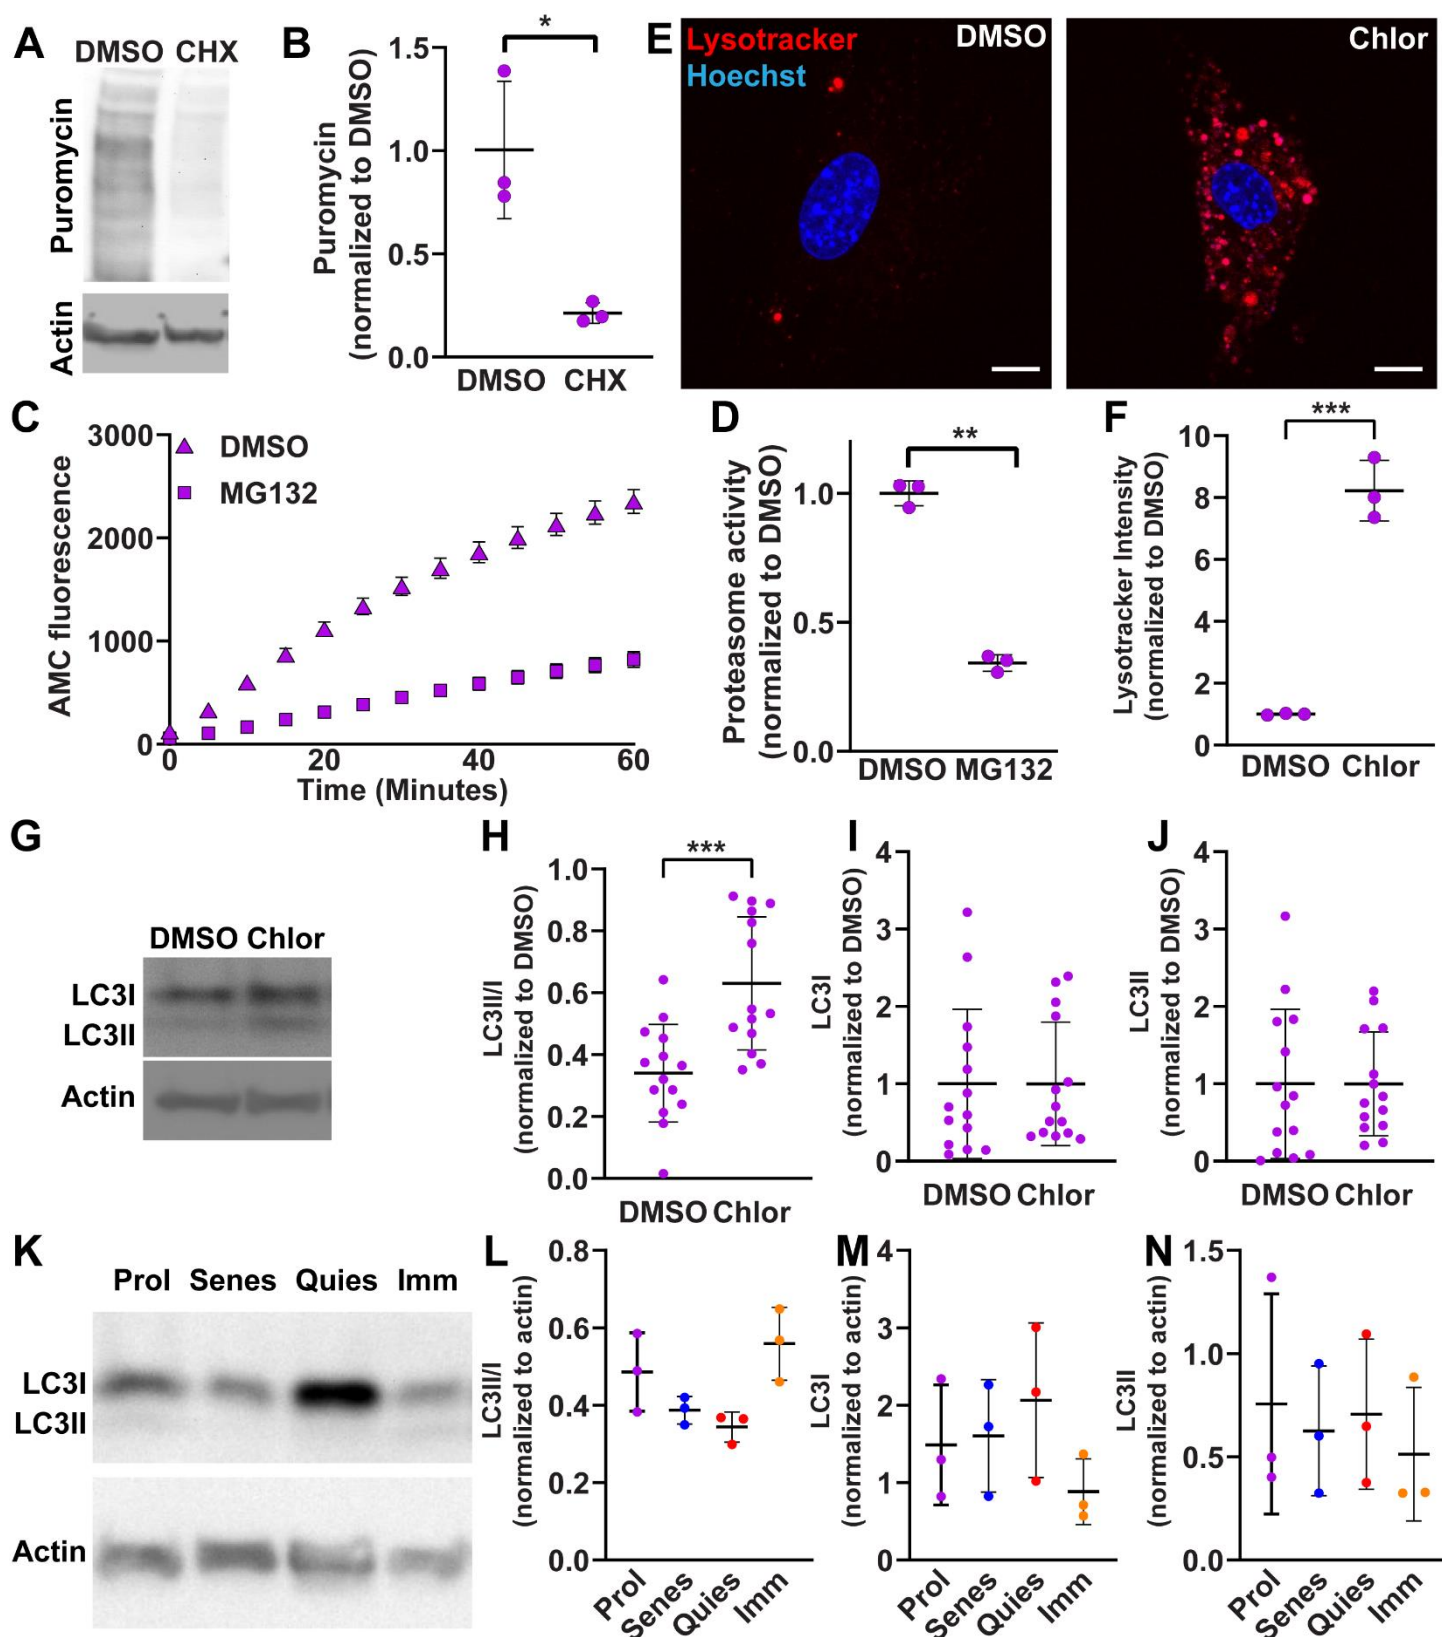

Figure S2 – A-B) Proliferating fibroblasts were treated with 10 μ M cycloheximide or 0.1% DMSO for 10 minutes prior to addition of 10 μ g/mL puromycin and then protein extraction and analysis of puromycin incorporation and actin expression by western blot. Samples were analyzed for relative puromycin incorporation relative to actin.

Uncropped blots are provided in Figure S4D-E (N=3; Student's t-test; mean $\pm$ SD). C-D) Proliferating fibroblast protein lysates were prepared and treated with either a control dose of 1% DMSO or 100 μ M MG132 and then analyzed for relative levels of proteasome activity by measuring AMC fluorescence as a function of time. D displays normalized AMC accumulation at 60 minutes for each sample (N=3; Student's t-test; mean $\pm$ SD). E-F) Proliferating fibroblasts were treated with either 0.1% DMSO or 1 μ M chloroquine for 24 hours and then stained and analyzed for lysosome content (LysoTracker; red) and nuclei (Hoechst; blue) (N=3; Student's t-test; mean $\pm$ SD). G-J) Proliferating fibroblasts were treated with either 0.1% DMSO or 1 μ M chloroquine for 24 hours and analyzed by western blot for LC3 and actin levels (N=3; Two-way ANOVA with post-hoc Tukey's test; mean $\pm$ SD). K-N) Proliferating, senescent, quiescent, and immortalized fibroblasts were analyzed by western blot for LC3 and actin levels (N=3; Two-way ANOVA with post-hoc Tukey's test; mean $\pm$ SD). Scale bars, 10 μ m. *p<0.05, **p<0.01, ***p<0.001.

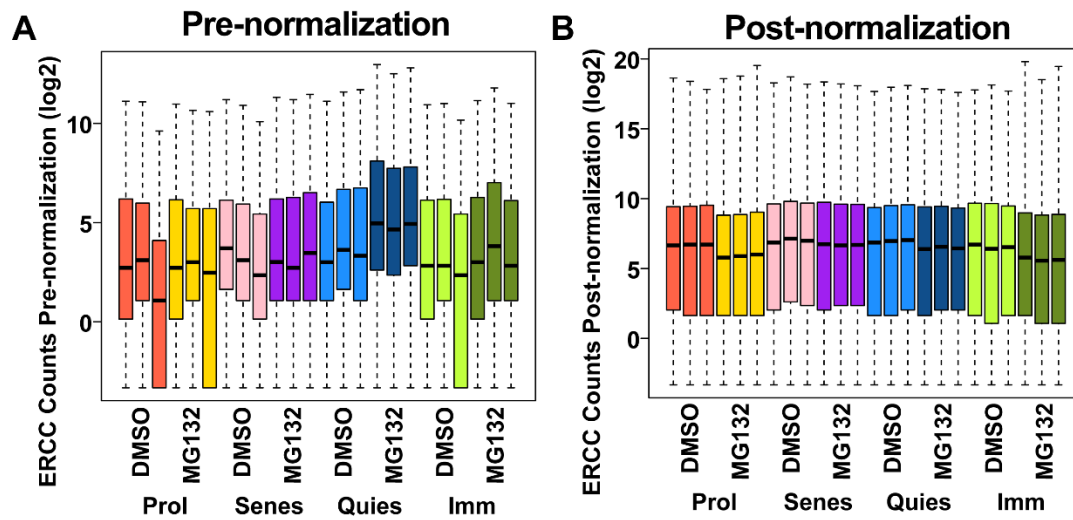

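The ERCC spike-in is a set of synthetic polyadenylated RNAs of known amount that match no mouse gene. It was added to the cell pellets before RNA extraction at 0.5 µL of a 1:100 dilution per 100000 cells, so its share of the reads falls when a cell holds more mRNA and rises when it holds less. Before normalization, the spike-in share of each library is therefore a measure of total mRNA per cell. RUVg, the step the authors used, estimates unwanted variation from the spike-in counts and removes it from the counts of all genes, after which the spike-in counts should be level across libraries. The table analysed here held 0 ERCC rows among its 19880 genes, so neither share was recomputed.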

Figure S3 – A-B) ERCC spike-in counts relative to other transcripts in proliferating (prol), senescent (senes), quiescent (quies), and immortalized (imm) fibroblasts treated with DMSO or MG132 pre-ERCC normalization (A) or post-ERCC normalization (B). All RNA sequencing analyses shown are analyses performed using the post-normalized data.

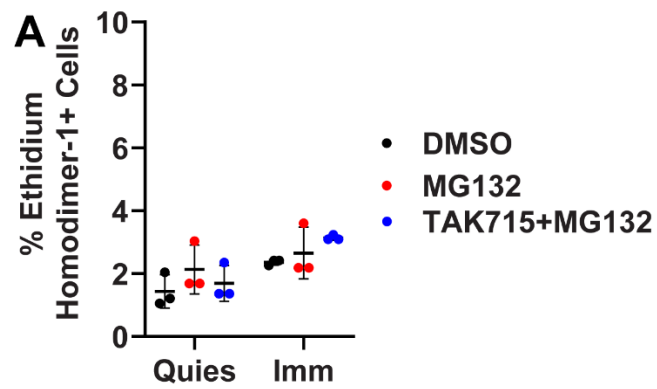

Figure S4 – A) Quiescent and immortalized fibroblasts were treated with 50 μ M TAK-715 or 1% DMSO for 24 hours, then additionally treated with 10 μ M MG132 for 7 hours still in the presence of TAK-715 or DMSO and then analyzed for the proportion of dead cells by labeling with Hoechst and ethidium homodimer-1.

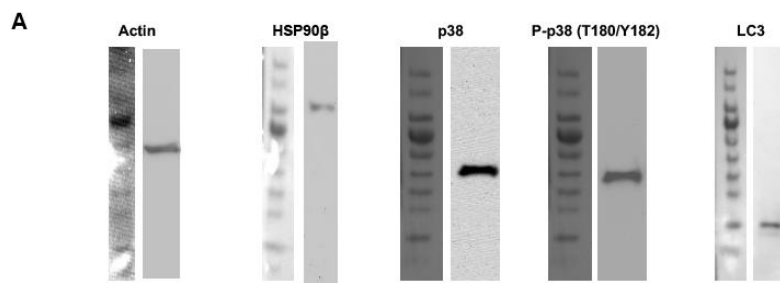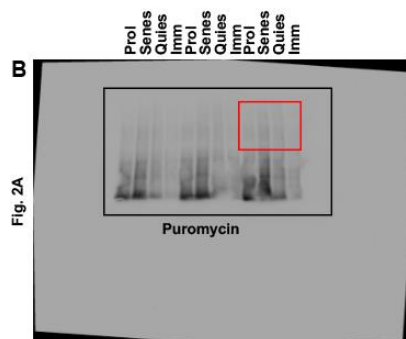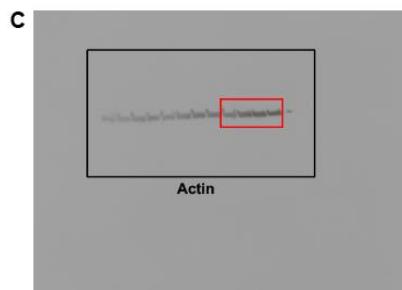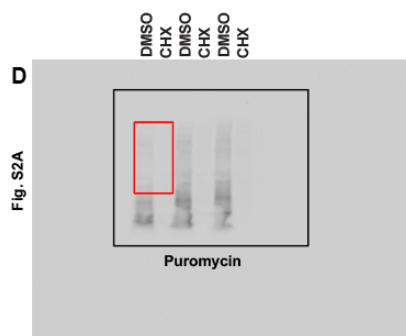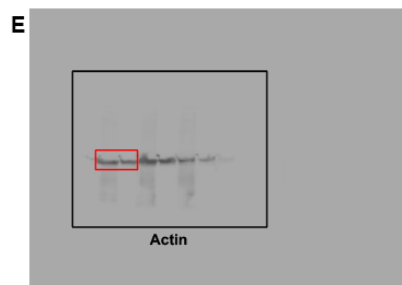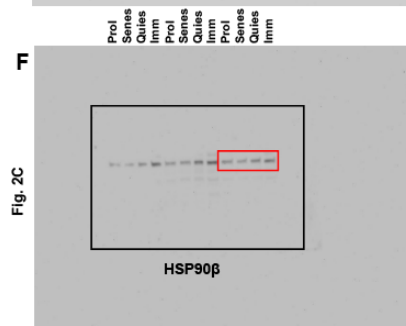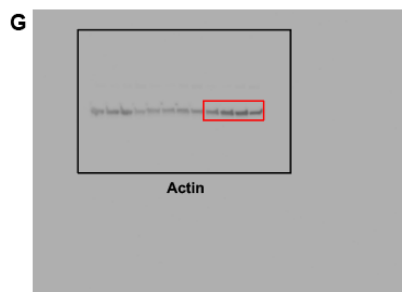

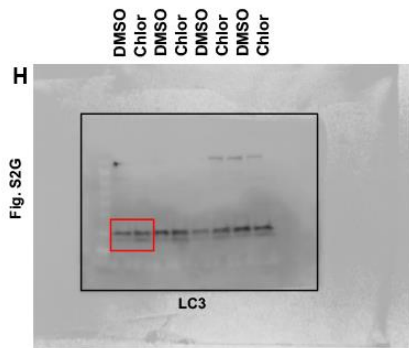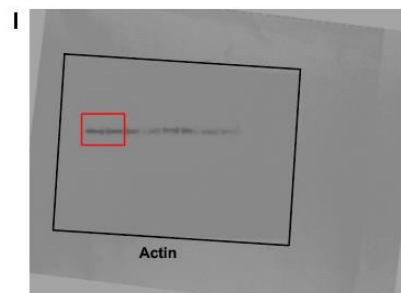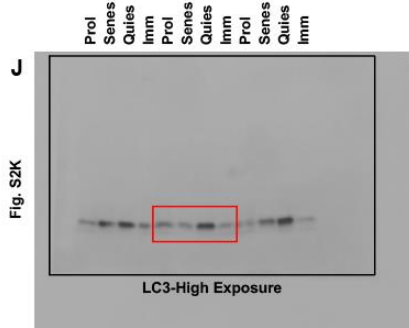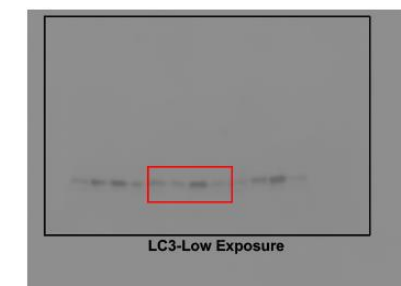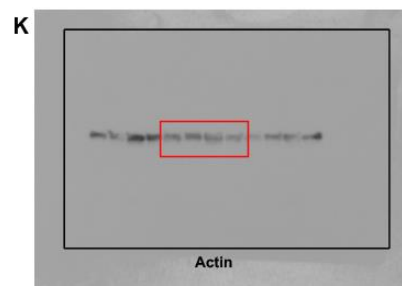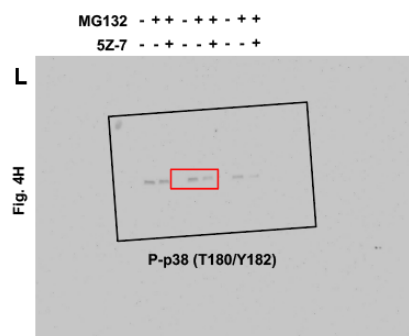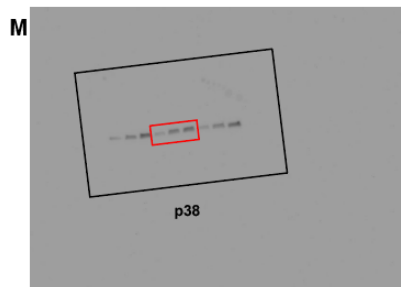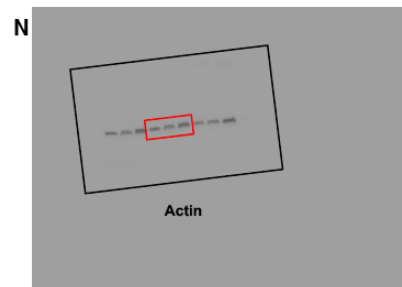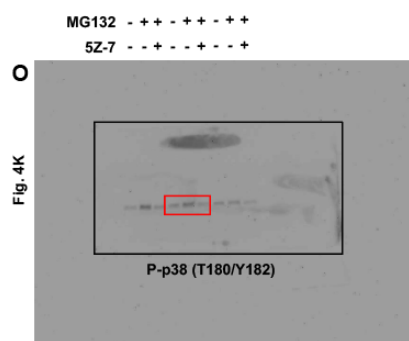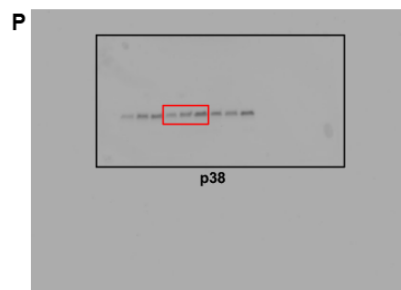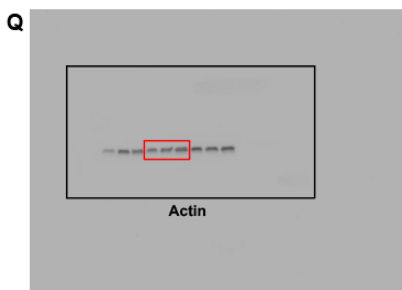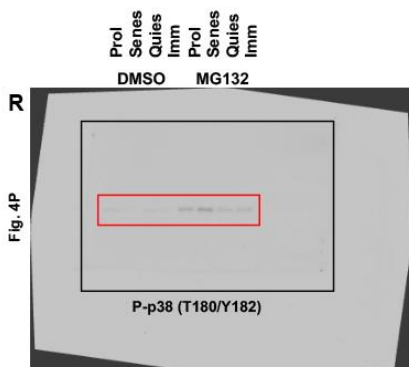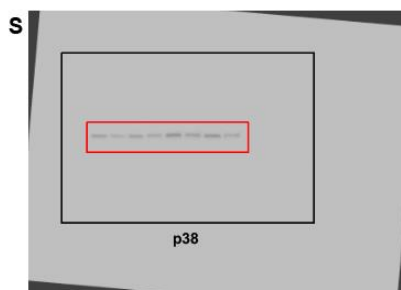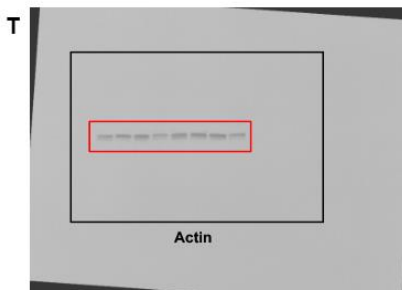

Figure S5 – Antibody validation and uncropped western blots. A) Fibroblasts were probed for actin, HSP90 β , p38 MAPK, p-p38 MAPK (T180/Y182) and LC3 by western blot. B-C) Full-sized blots relating to Figure 2A-B. D-E) Full-sized blots relating to Figure S2A-B. F-G) Full-sized blots relating to Figure 2C-D. H-I) Full-sized blots relating to Figure S2G-J. J-K) Full-sized blots relating to Figure 2K-N. L-N) Full-sized blots relating to Figure 4H-I. O-Q) Full-sized blots relating to Figure 4J-K. R-T) Full-sized blots relating to Figure 4P-Q. All blots are shown from left to right in the order in which they were probed (left image indicates the first probe used on each blot respectively). Black box denotes edge of membrane. Red box denotes cropped region used in main figure.

How the deposited data were processed for this re-analysis (not part of the article)

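Poly(A) RNA of proliferating, senescent, quiescent and immortalized mouse fibroblasts, each treated with 0.1% DMSO or 10 µM MG132 for 8 h, was analysed in 24 libraries, 3 for each of 8 groups. The paper's methods state that the authors trimmed reads with Cutadapt, mapped them with kallisto to mouse transcripts of GRCm38 combined with the ERCC sequences, normalized the counts to the spike-in with RUVg of RUVseq, and tested each cell-state's response to MG132 with DESeq2. The submitters' own notes name cutadapt, FastQC, HISAT2, StringTie and edgeR instead, without versions. Which of them made the table is not given in the sources used here. The authors deposited TPM, which their methods describe as spike-in normalized counts divided by gene length in kilobases and scaled to a fixed sum per library. Every library of the table had the same total, and the table held 19880 genes and 0 ERCC rows. The paper's Tables S1, S2 and S4 and Supplementary Information 6 were compared with the table, and every value they share was equal within 0.1%.

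TPM keeps no depth, so no counting interval is given. For 11131 genes the low values were whole multiples of 1 step within a tolerance of 0.02, up to a multiple of 60. Comparing these steps between libraries gave the factor that the per-million step had applied to each library. On simulated libraries of whole counts divided by a length, the largest error of that factor was 6.3e-07 log2. The simulation took that make-up as given, so it does not test how the table was made. If the paper's methods made the table, undoing the step returns the libraries to the authors' spike-in normalized scale, which was used as an alternative. Without ERCC rows this could not be checked.

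Each library was divided by a median-of-ratios size factor over the 13243 genes above 0 in every library. The logarithm to base 2 of the scaled TPM plus a pseudocount of 1 was fitted with limma 3.58.1 in R 4.3.3, with a mean-variance trend, over 13489 genes that had at least 1 TPM in at least 3 libraries. All 8 groups entered 1 model with 16 residual degrees of freedom, and no term for the replicate number. The p-values were adjusted by the Benjamini-Hochberg method within each comparison, and genes under 0.05 were called. Genes were said to be above background at more than 1 TPM. Comparisons were MG132 against DMSO in each cell-state, each pair of cell-states under DMSO, the difference of responses for each pair, and the mean response of quiescent and immortalized minus that of proliferating and senescent fibroblasts. A stricter call needed all 4 pairwise differences of response between those groups to have 1 sign and an adjusted p under 0.05 each. The other 2 ways to pair the cell-states were also tested. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

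Gene lists were 43 in number, written by hand apart from those the study chose on these samples, the list of Table S4 and the untitled list of Supplementary Information 6, taken here as extrinsic apoptosis, and the aggresome genes of Table S2. Lists were tested with camera of limma at a preset correlation of 0.01 and again with an estimated correlation, and with fry, and adjusted over all lists and the comparisons of 1 kind. Standard errors of a list's mean come from the spread between libraries in the same model. Similarity of libraries was Spearman's correlation of the tested genes, with 100000 permutations of group labels. Distances between proteostasis responses used each MG132 library minus the mean of the 3 DMSO libraries of its cell-state.

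The samples of each group, the comparisons, tests, filters, lists, alternatives and the rule for named genes were fixed before the data were examined, except that values in the paper's Tables S1 (its first part), S2, S4 and Supplementary Information 6 had been seen. Named genes are, for each MG132 response, the 5 largest rises and 5 largest falls among called genes whose libraries do not overlap and whose mean is at least 10 TPM in 1 of the groups compared, the 5 each way for the contrast of aggresome-forming and other cell-states, and the 3 each way for each DMSO comparison. Genes the paper names and up to 4 examples of each list, the 2 largest called rises and falls, were named too, except 1 gene that is counted in its list and not reported here. A named gene's values in other comparisons are given where they bear on the same point.

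Alternatives were TPM as deposited, the per-million step undone, pseudocounts of 0.1 and 5, no filter or a filter at 5 TPM, only the 6 libraries compared, the replicate number as a block, limma without the trend, array weights, an estimated correlation in camera, the median of a list, other distances and correlations, and each library left out in turn. A further scaling by the summed ERCC values, planned for the case that such rows were in the table, gave no value. The tests were checked on simulated data with known changes in each comparison. In the contrast of aggresome-forming and other cell-states, 22 of 67 genes changed by 0.5 log2, 48 of 67 changed by 1 log2 and 65 of 66 changed by 2 log2 were called, with 10 of 147 calls false. Few genes were changed in these simulations and noise was drawn for each gene by itself, so the rates need not hold for the real comparisons. Gene names came from the annotation of the files' identifiers, of which 19875 of 19880 matched. The paper's microscopy and western blots were not used here.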

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

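The tests of technical explanations in this part, the comparison of the 3 pairings of cell-states and the standard error after relabeling were chosen only after the results were seen; the counts over other splits of the libraries were planned.

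Proliferating DMSO replicate 3 stood apart from the other 2 libraries of its group, with higher means of HSF1 targets (by 1.65 log2), ribosomal protein genes (0.98), NRF2 targets (0.81), interferon-stimulated genes (0.68), ATF4 targets (0.65), cholesterol synthesis genes (0.64) and proteasome genes (0.61), and a lower mean of cell cycle genes (-1.01). If RNA of a proliferating MG132-treated culture had been mixed into the library, genes would sit at 1 share of their MG132 level, but the median share was 37.3% for the 854 genes that rise by 1 to 2 log2 and 10.4% for the 23 that rise by over 4 log2, a ratio of 0.28 with an upper bootstrap limit of 0.352, which argues against a mixture with such a culture. For a quiescent MG132-treated culture as the source, the median share was 64.7% for 218 genes and 29.1% for 5 genes, a ratio of 0.45 with bootstrap limits of 0.19 and 1.98, so a mixture with it stays open. An exchange with a library of another group is argued against, since 0 of the other 23 libraries were nearest to a library outside their own group. A quiescent MG132-treated culture under a wrong label needs no such partner. This library was nearest to quiescent MG132 replicate 3 (Spearman correlation 0.988), and its place on the way from the other 2 proliferating DMSO libraries to 2 of the quiescent MG132 libraries was 0.71 to 0.73, where each quiescent MG132 library, placed against the other 2, had 0.65 to 1.07. Its mean of HSF1 targets was 8.27 against 8.67 to 8.97 in those libraries, a difference of -0.53 from their mean that lies within the 95% prediction interval (± 0.78), so a wrong label stays open too. The scaling of the libraries is argued against by the smallest excess of the HSF1 targets over the scalings tried, 1.55 log2. A mild stress of that culture, for which the design offers no test, also stays open, so no biological explanation was tested. Without this library 7214 genes responded in proliferating fibroblasts rather than 6737, 3118 differed between the aggresome-forming and the other cell-states rather than 2659, and 214 rather than 123 passed the stricter call.

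More genes differed in response when quiescent and senescent were set against immortalized and proliferating fibroblasts (4853) than when quiescent and immortalized were set against proliferating and senescent fibroblasts (2659, of which 1407 had the higher and 1252 the lower response in the aggresome-forming pair, or 1009 and 2521 with TPM as deposited and 1096 and 1260 with the per-million step undone). The ratio of these counts was at least 1.83 over 3 scalings and at least 1.65 with any single library left out, which argues against scaling or a single library as the cause, and it was 1.23 with array weights. Of the 3 pairings, 2 gave at least the count of the aggresome pairing, the highest other being 4853, and 3 pairings are too few for a share under 0.05. Of 100 relabelings of the libraries within treatments, 2 gave at least 2659 genes, the real one and another with 4546. Relabeling puts libraries of different cell-states into 1 group, which raised the median standard error of the contrast from 0.17 to 0.32, so these splits do not decide on chance. The states as such, which differ in growth and in SV40 T antigen as well as in the aggresome, stay open as an untested biological explanation.

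Phosphatases and feedback inhibitors of MAPK signaling (0.98), immediate early genes (0.88) and 13 targets of TGF-beta and SMAD signaling (1.02, standard error 0.11, adjusted p = 7.0e-07, and adjusted p = 0.010 with an estimated correlation) responded more in the aggresome-forming cell-states, and their smallest differences over 3 scalings, 0.84, 0.72 and 0.85, argue against scaling as the cause. Lower levels under DMSO made up 50.9% of the difference for the phosphatases (standard error 4.1), 21.5% for the immediate early genes (6.6) and 29.1% for the SMAD targets (5.7), which argues against them as the source of 75% or more in each list. For the phosphatases they remain a large part of it. A pattern made only of a rise in immortalized and a fall in senescent fibroblasts is in line with the immediate early genes, whose mean response was lower in quiescent than in proliferating fibroblasts (-0.54, standard error 0.14), is argued against for the phosphatases (0.26, standard error 0.11), and stays open for the SMAD targets (0.18, standard error 0.15). A candidate explanation is therefore that MAPK feedback genes respond more in both aggresome-forming cell-states. It is a hypothesis found and tested on the same libraries. For quiescent fibroblasts it rests on the 0.26 over proliferating fibroblasts. That value without proliferating DMSO replicate 3 is not given here.

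Several single genes were singled out because their responses differed between the aggresome-forming and the other cell-states. The differences were 3.54 for the cytokine gene Il11, 3.28 for Ccn2, 3.01 for the carboxypeptidase gene Cpm, 2.96 for the phosphatase gene Ptprb and 2.90 for Dusp4. They were -2.57 for Iigp1, -2.47 for Nlrc5, -2.37 for Oas1a, -2.25 for H2-Q7 and -2.17 for H2-Q4, all genes of interferon responses or antigen presentation, of which H2-Q7 and H2-Q4 belong to a family of similar sequences and can share reads. Among the aggresome genes the differences were 1.69 for Uchl1, 1.02 for Sqstm1, 0.67 for Rheb, 0.31 for Vcp and -0.58 for Hdac6, and among the p38 genes 0.47 for Map2k3 and -0.50 for Mapk11. These are differences of averages. For Vcp the quiescent response (0.63) lay below the proliferating one (0.93). Both lay close together for Sqstm1 (3.14 and 2.79) and Hdac6 (0.059 and 0.13). For Map2k3 and Mapk11 the quiescent response was not beyond the proliferating one either.

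By pairs of cell-states the response differed for 5188 genes between immortalized and senescent, 4201 between immortalized and quiescent, 2745 between quiescent and senescent, 2542 between senescent and proliferating, 1760 between quiescent and proliferating and 1563 between immortalized and proliferating fibroblasts. All 4 differences between the aggresome-forming and the other cell-states had 1 sign and passed the test for 123 genes, 98 of them with the higher response in the aggresome-forming pair; 1 of 100 relabelings, the real one, reached this count and the highest of the others was 0 (limma), but these splits mix cell-states as above and do not decide on chance. The stricter call held for 445 genes when quiescent and senescent fibroblasts were paired and for 32 when quiescent and proliferating fibroblasts were paired.

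With quiescent and senescent set against immortalized and proliferating fibroblasts, immediate early genes differed by -1.42 (-0.87 with TPM as deposited and -0.93 with the per-million step undone) and 12 markers of dermal fibroblasts by -0.81 (-0.35 and -0.40). With quiescent and proliferating set against immortalized and senescent fibroblasts, 25 targets of NF-kB differed by -0.55 (-0.58 and -0.52). These 3 differences passed camera with adjusted p of 9.7e-13, 4.7e-04 and 7.8e-04, and adjusted p of 0.0094, 0.0195 and 0.0446 with an estimated correlation.

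Lists that the paper does not examine as such rose in all 4 cell-states, although 18 of the 21 HSF1 targets are also chaperone genes, which it does examine. In the order proliferating, senescent, quiescent and immortalized the means were 3.61, 2.27, 2.54 and 3.72 for HSF1 targets, 1.10, 1.10, 1.59 and 1.29 for ATF4 targets, 1.40, 0.92, 1.19 and 1.52 for ubiquitin genes, and 1.53, 0.67, 1.35 and 0.75 for cholesterol synthesis genes, the last of which became -0.0015 with TPM as deposited. With an estimated correlation none of these means was called, with adjusted p of 0.332 or more.

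Each comparison of 3 libraries with 3 allows 10 splits, too few for a share under 0.05, and in each the real split gave the only count of its size, 1 of 10. Real and highest other counts were 6737 and 1 for MG132 in proliferating, 6213 and 0 in senescent, 7044 and 0 in quiescent and 7186 and 0 in immortalized fibroblasts. Under DMSO they were 5502 and 0 for senescent against proliferating, 4073 and 1 for quiescent against proliferating, 4820 and 563 for immortalized against proliferating, 5276 and 8 for quiescent against senescent, 8106 and 0 for immortalized against senescent, and 6769 and 0 for immortalized against quiescent fibroblasts.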

How the results depend on the processing

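All alternatives were planned. The number of genes that responded to MG132 stayed within 1.5 times its main value in proliferating, quiescent and immortalized fibroblasts under each alternative. With TPM as deposited, log2 fold changes that were above 0 fell below it. In proliferating fibroblasts the means became -0.24 for autophagy, -0.096 for lysosome, -0.14 for targets of the unfolded protein response, -0.014 for p53 targets and -0.11 for immediate early genes. In immortalized fibroblasts they became -0.064 for proteasome, -0.37 for autophagy, -0.16 for lysosome, -0.32 for the unfolded protein response, -0.054 for matrix, -0.0015 for cholesterol synthesis and -0.18 for extrinsic apoptosis genes. The difference in response of lysosome genes between aggresome-forming and other cell-states became -0.045, that of proteasome genes -0.29 and called (adjusted p = 0.014), and the autophagy mean of quiescent fibroblasts 0.070 and not called (adjusted p = 0.078). Single genes in proliferating fibroblasts became -0.058 for Mapk13, -0.55 for Vim, -0.40 for Hdac6, -0.17 for Nfe2l2, -0.39 for Hook2, -0.37 for Map3k7, -0.027 for Psme2, -0.026 for Mapk8ip3, -0.074 for Atf2 and -0.027 for Smad7. In immortalized fibroblasts they became -0.20 for Mapk13, -0.23 for Vim, -0.45 for Nfe2l2, -0.62 for Atxn3, -0.48 for Map3k7, -0.22 for Psme2, -0.32 for Psme1 and -0.063 for Jun. All of these follow the shift of the median of all genes that this scaling brings.

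With the per-million step undone, the means in proliferating fibroblasts became -0.19 for autophagy, -0.042 for lysosome, -0.086 for the unfolded protein response and -0.055 for immediate early genes. In immortalized fibroblasts they became -0.29 for autophagy, -0.067 for lysosome, -0.23 for the unfolded protein response and -0.10 for extrinsic apoptosis genes. The autophagy mean of quiescent fibroblasts was 0.16 and not called (adjusted p = 0.057), and the DMSO differences of senescent from proliferating fibroblasts became 0.052 for chaperone and 0.016 for proteasome genes. Single genes in proliferating fibroblasts became -0.0092 for Mapk13, -0.50 for Vim, -0.35 for Hdac6, -0.11 for Nfe2l2, -0.34 for Hook2, -0.32 for Map3k7 and -0.021 for Atf2. In immortalized fibroblasts they became -0.11 for Mapk13, -0.14 for Vim, -0.39 for Map3k7, -0.55 for Atxn3, -0.12 for Psme2 and -0.23 for Psme1.

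With no filter on low values, 19 libraries rather than 23 were nearest to a library of their own group. With a filter at 5 TPM the autophagy mean of quiescent fibroblasts, 0.24, was not called (adjusted p = 0.088), nor was it with only the 6 libraries compared (adjusted p = 0.053). Fitting only 6 libraries lowered the DMSO counts to 2992 for senescent against proliferating, 2659 for quiescent against proliferating and 2461 for immortalized against proliferating fibroblasts, with fewer residual degrees of freedom. Array weights raised the counts to 9998 for MG132 in senescent fibroblasts, 10063 for senescent against proliferating, 8825 for quiescent against senescent, 6068 for the contrast of responses and 645 for the stricter call, called the proteasome difference of responses at -0.22 (adjusted p = 0.0013), and turned the DMSO differences of cell cycle genes in quiescent (-0.37) and of HSF1 targets in immortalized against proliferating fibroblasts (0.47). The weights had not fully converged, and the cause was not tested further.

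With an estimated correlation camera no longer called the chaperone means of 1.30, 0.73, 0.87 and 1.34, the proteasome means of 0.94, 0.68, 0.68 and 0.70 and the autophagy means of 0.32, 0.30, 0.24 and 0.34 in proliferating, senescent, quiescent and immortalized fibroblasts. It also no longer called the phosphatase means of -0.62 in senescent, 0.68 in quiescent and 1.09 in immortalized fibroblasts, or extrinsic apoptosis in immortalized fibroblasts (0.46) and in the contrast of responses (0.19). Of the 70 calls over all lists and single cell-states none was kept, the lowest adjusted p being 0.052 (camera). Lists were simulated only at the preset correlation, so the power at an estimated one is unknown. With the DMSO library of the same number subtracted, the distances of proteostasis responses were 0.267 between proliferating and senescent, 0.177 between proliferating and quiescent and 0.296 between senescent and quiescent fibroblasts. Euclidean distances were 10.1 and 9.36 for proliferating against senescent and quiescent, 6.99 for proliferating against immortalized, 7.69 for senescent against quiescent, 12.6 for senescent against immortalized and 11.2 for quiescent against immortalized fibroblasts.

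The replicate number was not taken to pair the libraries, since no source says that it does. The correlation of deviations from the group mean between the DMSO and MG132 libraries of 1 cell-state and number was over 0.1 in 3 of 12 cases and as low as -0.66. Over all groups it was over 0.1 in 35 of 84 same-numbered cases, with a mean of 0.013 against -0.0049 for other numbers, and 6 of 24 libraries correlated best with their own number. With the replicate number as a block 6733 genes responded in proliferating fibroblasts, 6206 in senescent, 7031 in quiescent and 7163 in immortalized fibroblasts and 2616 differed in the contrast of responses, and no call of a main result changed.

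With each library left out in turn, the following results changed. The count for immortalized against proliferating fibroblasts under DMSO ran from 3098 (without immortalized DMSO replicate 2) to 4623, the stricter call from 82 to 214 (without proliferating DMSO replicate 3), and the number of libraries nearest to their own group from 20 to 23 (20 without quiescent MG132 replicate 3, 21 without quiescent MG132 replicate 2 or immortalized DMSO replicate 1). The autophagy mean of quiescent fibroblasts ran from 0.19 to 0.29 and was not called without quiescent DMSO replicate 2 or quiescent MG132 replicate 2. The proteasome difference of responses ran from -0.22 to -0.051 and was called without proliferating DMSO replicate 3, senescent DMSO replicate 1 or quiescent DMSO replicate 3. The stress-activated MAPK difference of responses ran from 0.13 to 0.16 and was called without senescent DMSO replicate 1. Under DMSO the chaperone difference of senescent from proliferating fibroblasts ran from -0.29 to 0.014, the ribosomal protein difference of quiescent from proliferating from -0.49 to 0.065 and the HSF1 difference of immortalized from proliferating from -0.39 to 0.45, each highest without proliferating DMSO replicate 3. The depth of the libraries is unknown, so its effect could not be tested.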

Differences from the paper's values

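The paper's figure of the average fold change of genes regulating the stress-activated MAPK cascade shows values of about 0.22 in proliferating, about 0.01 in senescent, about 0.31 in quiescent and about 0.46 in immortalized fibroblasts (Fig. 4B, read by eye). Over the 180 tested genes of Table S4, the mean log2 fold change computed here was 0.094 ± 0.0094 in proliferating, -0.031 ± 0.046 in senescent, 0.072 ± 0.021 in quiescent and 0.28 ± 0.042 in immortalized fibroblasts (SD, n = 3 MG132 libraries). Of the alternatives set before the data were examined, a pseudocount of 5 gave 0.011 in senescent fibroblasts, which falls within the paper's value. Without that pseudocount the senescent value was below 0, so its sign was opposite, although -0.031 lies within 1 SD of the paper's value. The SD leaves out the spread of the DMSO libraries, so it is a narrow measure of whether a value differs from the paper's. No alternative brought the other 3 cell-states within the paper's values. The others ran from -0.42 to 0.12 in proliferating, from -0.11 to -0.00048 in senescent, from -0.092 to 0.11 in quiescent and from -0.36 to 0.33 in immortalized fibroblasts. The TPM of Table S4 themselves, as MG132 over DMSO ratios averaged on the log2 scale, gave -0.51, -0.10, -0.032 and -0.43 in the same order over 212, 212, 212 and 209 genes. The same ratios averaged without a logarithm were 1.15, 1.35, 1.50 and 1.29.

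The paper states that quiescent and immortalized fibroblasts induced the stress-activated MAPK genes most strongly. Immortalized fibroblasts did have the highest mean here after median-of-ratios scaling, at 0.28, whereas that of quiescent fibroblasts, at 0.072, lay below the 0.094 of proliferating fibroblasts. This order depends on the processing. The quiescent mean lay above the proliferating one with a filter at 5 TPM (0.11 and 0.076), with the median of the list (0.072 and -0.018), without quiescent DMSO replicate 3 (0.097 and 0.094), with TPM as deposited (-0.092 and -0.42) and with the per-million step undone (-0.0052 and -0.37). In the first 3 of these settings quiescent and immortalized fibroblasts had the 2 highest values, as in the paper. With TPM as deposited the immortalized mean (-0.36) lay below the senescent (-0.047) and quiescent ones, and so it did with the per-million step undone (-0.29, against -0.11 in senescent fibroblasts). The difference in mean response between the pairs of cell-states was 0.15 (adjusted p = 0.082), and it was called only without senescent DMSO replicate 1 (0.16, adjusted p = 0.049). It fell to 0.0052 with TPM as deposited and to 0.096 with the per-million step undone. Its adjusted p ran from 0.070 with a pseudocount of 0.1 to 0.516 with an estimated correlation over the other settings that kept all libraries. The feedback genes of MAPK signaling did follow the paper's order, with means of 0.43 in proliferating, -0.62 in senescent, 0.68 in quiescent and 1.09 in immortalized fibroblasts. Quiescent exceeded proliferating fibroblasts by only 0.26 there (standard error 0.11), and 3 of these genes are in the list of Table S4. Immediate early genes did not follow it (0.46 in proliferating and -0.080 in quiescent fibroblasts). Neither did the MAP kinases and scaffolds (-0.051, 0.056, 0.050 and -0.085 in proliferating, senescent, quiescent and immortalized fibroblasts).

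The paper states that stress-activated MAPK signaling and extrinsic apoptotic signaling were differentially regulated in quiescent and immortalized fibroblasts and not in the others. Neither the list of Table S4 nor the list taken here as extrinsic apoptosis was called in quiescent fibroblasts, and of the 4 cell-states only immortalized fibroblasts had a call, for extrinsic apoptosis (0.46, adjusted p = 0.022, and 0.332 with an estimated correlation). These calls come from camera on TPM, whereas the paper ran gene set enrichment after DESeq2, so the tests differ. The paper's own Table S3 lists extrinsic apoptotic signaling and the MAPK cascade among the enriched terms of proliferating fibroblasts. The latter is the general term of 680 genes, not the stress-activated node that the paper's statement concerns. A search of these terms of proliferating fibroblasts for one naming stress-activated MAPK found none, which goes with the paper's statement. The terms of the other cell-states were not searched.

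In the paper's figure of the proteostasis response, ovals group quiescent with immortalized and proliferating with senescent fibroblasts (Fig. 3B). The distances computed here were 0.119 between proliferating and immortalized and 0.122 between proliferating and quiescent fibroblasts, against 0.240 between quiescent and immortalized and 0.210 between proliferating and senescent fibroblasts. They rest on lists of chaperone, proteasome and autophagy genes written by hand. The paper's text names the same 3 classes for this figure and its legend chaperone, proteasome and lysosome genes, but the members it used may be other ones. The paper states that all aggresome genes it examined were expressed in every cell-state, and 24 of 25 were above 1 TPM in every library.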

Other observations

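Proteasome inhibition raised stress genes in all 4 cell-states. Of the 21 HSF1 targets, 18 are also among the chaperone genes. All 21 rose in proliferating, quiescent and immortalized fibroblasts and 20 of them in senescent fibroblasts. Of the 26 targets of ATF4 and CHOP in the integrated stress response, 19 rose and 1 fell in proliferating, 17 rose and 4 fell in senescent, 22 rose and 2 fell in quiescent, and 20 rose and none fell in immortalized fibroblasts, with Gdf15, a secreted stress cytokine gene, at 4.92, 3.25, 4.67 and 5.53. Of 22 genes of sterol synthesis, 20 rose in proliferating, 14 in senescent, 20 in quiescent and 16 in immortalized fibroblasts, and 3 fell in the last. Insig1, which retains the sterol sensor in the endoplasmic reticulum, rose by 3.63, 1.85, 2.77 and 2.29. The response of these genes was higher in quiescent and proliferating than in immortalized and senescent fibroblasts by 0.73 (adjusted p = 4.2e-13, and adjusted p = 0.238 with an estimated correlation). Of 25 NRF2 targets, 19 rose in proliferating and in quiescent, 15 in immortalized and 8 in senescent fibroblasts, with Hmox1, the heme oxygenase gene, at 3.63, 4.43, 4.06 and 1.16.

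In other groups the counts are given by cell-state, not always for all 4, and the difference between cell-states is given only where it was tested. Of 47 ribosomal protein genes, 47 rose in proliferating, 46 in immortalized, 39 in quiescent and 1 in senescent fibroblasts, and none fell. Of 37 matrix genes, 18 fell in senescent and 18 in quiescent fibroblasts, whereas 17 rose and 1 fell in immortalized fibroblasts, where the mean of 0.62 became -0.054 with TPM as deposited. Col3a1, a fibrillar collagen gene, fell by 2.65 in quiescent fibroblasts and Thbs2 rose by 2.28 in immortalized fibroblasts. Of 38 genes of the senescence secretory program, 22 rose and none fell in immortalized and 16 rose and 5 fell in proliferating fibroblasts. Of 28 targets of p53, 15 rose and 4 fell in immortalized fibroblasts in spite of the SV40 T antigen, and Pmaip1, a BH3-only gene, rose by 5.08 there. Of 30 interferon-stimulated genes, 19 rose and 1 fell in proliferating fibroblasts, whereas 12 fell in quiescent and 12 in immortalized fibroblasts. Their response was lower in the aggresome-forming cell-states by -1.16 (standard error 0.29, adjusted p = 1.5e-11, and adjusted p = 0.273 with an estimated correlation), with 21 genes lower and none higher. Their level was higher in those cell-states by 2.06 under DMSO and by 0.90 under MG132 (standard error 0.21 each). Of the 51 cell cycle genes, 30 fell and 1 rose in quiescent fibroblasts.

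Of 12 markers of dermal fibroblasts, 7 fell in senescent and 9 in quiescent fibroblasts. Prrx1 fell by 2.33 in senescent fibroblasts, and Pdgfra by 1.74 in quiescent fibroblasts. Among short lists of markers of other cell types, camera called the 4 endothelial genes in immortalized fibroblasts (1.11, adjusted p = 0.047, and adjusted p = 0.355 with an estimated correlation).

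In proliferating fibroblasts 6315 of the 6737 called genes had MG132 libraries that did not overlap with the DMSO libraries, 5955 of 6213 in senescent, 6785 of 7044 in quiescent and 6779 of 7186 in immortalized fibroblasts. For any single gene, chance gives no overlap in 10% of cases with 3 libraries against 3. Without adjustment, 7525, 7053, 7846 and 7837 genes had a p under 0.05 in the same order.

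Genes called up only in quiescent and immortalized fibroblasts numbered 205, and genes called down only there numbered 229. Such counts rest on a threshold in each cell-state and do not test the difference between cell-states.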
